# Reconstruction of Ewing Sarcoma Developmental Context from Mass-Scale Transcriptomics Reveals Characteristics of EWSR1-FLI1 Permissibility

**DOI:** 10.3390/cancers12040948

**Published:** 2020-04-11

**Authors:** Henry E. Miller, Aparna Gorthi, Nicklas Bassani, Liesl A. Lawrence, Brian S. Iskra, Alexander J. R. Bishop

**Keywords:** Ewing sarcoma, EWSR1-FLI1, transcriptomics, manifold learning, single cell biology, R-loops, replication stress, sarcomagenesis, developmental trajectories, cell identity

## Abstract

Ewing sarcoma is an aggressive pediatric cancer of enigmatic cellular origins typically resulting from a single translocation event t (11; 22) (q24; q12). The resulting fusion gene, *EWSR1-FLI1*, is toxic or unstable in most primary tissues. Consequently, attempts to model Ewing sarcomagenesis have proven unsuccessful thus far, highlighting the need to identify the cellular features which permit stable EWSR1-FLI1 expression. By re-analyzing publicly available RNA-Sequencing data with manifold learning techniques, we uncovered a group of Ewing-like tissues belonging to a developmental trajectory between pluripotent, neuroectodermal, and mesodermal cell states. Furthermore, we demonstrated that EWSR1-FLI1 expression levels control the activation of these developmental trajectories within Ewing sarcoma cells. Subsequent analysis and experimental validation demonstrated that the capability to resolve R-loops and mitigate replication stress are probable prerequisites for stable EWSR1-FLI1 expression in primary tissues. Taken together, our results demonstrate how EWSR1-FLI1 hijacks developmental gene programs and advances our understanding of Ewing sarcomagenesis.

## 1. Introduction

Ewing sarcoma is an aggressive cancer of the bone and soft tissues resulting from the fusion of Ewing sarcoma RNA Binding Protein 1 (*EWSR1*) to Friend leukemia integration 1 transcription factor (*FLI1*) (85%) or E-twenty-six-related (ETS-related) gene (*ERG*) (15%) [1]. Ewing sarcoma’s clinical histopathology is heterogenous with some tumors displaying more mesenchymal or more neuroectodermal characteristics [2]. Given the relative paucity of mutations in these tumors [3], Ewing sarcoma’s heterogeneity is likely determined by the cell from which it arises. However, ectopic EWSR1-FLI1 expression is toxic or unstable in most primary cell types and, to date, no successful model of Ewing sarcomagenesis has been established [4,5,6,7]. These facts highlight the urgent need to understand the contextual requirements for stable EWSR1-FLI1 expression within normal tissue types.

Owing to the recent efforts of Lachmann et al. in reprocessing hundreds of thousands of publicly available transcriptomics datasets, it is now computationally feasible to mine gene expression data at mass-scale from a vast range of tissue types, diseases, and drug conditions [8]. Manifold learning provides a set of tools for analyzing high dimensionality data, revealing both global and local relationships [9]. In this study, we utilized manifold learning approaches to analyze 40,903 bulk transcriptomes of normal tissues and Ewing sarcoma. From this analysis, we elucidated the transcriptomic relationship between Ewing sarcoma and the context of normal developmental tissues from which it likely arises, uncovering cellular features which likely provide permissibility for stable EWSR1-FLI1 expression.

## 2. Results

### 2.1. Ewing Sarcoma Developmental Context Reconstructed from Mass-Scale Transcriptomics

To elucidate the transcriptomic context in which Ewing sarcoma arises, we processed 40,903 bulk transcriptomes of normal tissues and Ewing sarcoma samples obtained from the ARCHS^4^ data repository [8]. First, we implemented a Uniform Manifold Approximation and Projection (UMAP) embedding to reveal the global similarities and differences between the samples in our data set [10]. In coordination with Louvain clustering [11], this approach accurately reconstructed known biological groups, such as hepatic, adipose and immune tissues (Figure 1A and Figure S1A).

To uncover the normal tissues which display Ewing-like transcriptomic profiles, we calculated a set of Ewing sarcoma marker genes (Figure 1B) and then determined which normal tissues express these genes at high levels (Figure 1C and Figure S1C). 

Ewing sarcoma marker genes were calculated by comparing the gene expression of Ewing sarcoma samples to that of the normal tissue samples. The resulting gene set is highly enriched for direct EWSR1-FLI1 targets (Figure S1D) and for genes previously associated with Ewing sarcoma (custom “Ewing sarcoma gene set”, see Methods) (Figure S1E), indicating the validity of our approach.

To uncover the most Ewing-like normal tissues, we grouped samples by tissue type (Figure 1C) and cluster membership (Figure S1B) and ranked them by median Ewing sarcoma marker gene expression level (Figure 1C, Figures S1B, S2 and S3). This analysis demonstrated the similarity of Ewing sarcoma with pluripotent stem-cells (iPSCs and hESCs), neural crest cells, neural progenitors, and multipotent mesenchymal stromal cells (MSCs) among others (Figure 1C). Given that these tissues are involved in known developmental transitions (e.g., gastrulation), we hypothesized that an analysis of Ewing sarcoma within this context would reveal developmental programs involved in Ewing sarcomagenesis. Furthermore, we suspected that this analysis would also elucidate characteristics of normal developmental tissue types which permit the stable expression of EWSR1-FLI1.

Of note, while cluster membership tended to follow tissue annotation, there were notable exceptions relevant to several Ewing-like clusters (Figure S3). This result indicated that Ewing-like transcriptional states might arise within subtypes of otherwise non-Ewing-like tissue categories. Consequently, we defined “Ewing-like normal tissues” based on which samples belonged to the group of top Ewing-like clusters (Figure S2; clusters 17, 16, 24, 2, 19, 4, and 28) rather than the top Ewing-like tissue categories.

While UMAP is highly effective at grouping samples based on transcriptomic similarities, the Potential of Heat-diffusion for Affinity-based Trajectory Embedding (PHATE) algorithm has demonstrated superiority in revealing subtle transitions between cell states [12]. We applied the PHATE algorithm to reveal the location of Ewing sarcoma in the transitions among Ewing-like normal tissues (Figure 2A). When labeled for germ layer lineage, the PHATE embedding reveals Ewing sarcoma’s location within this developmental context (Figure 2B; Video S1). Interestingly, even when Ewing sarcoma samples were removed from the analysis, the shape of the PHATE embedding was not noticeably altered (Figure S4). Given that PHATE organized Ewing sarcoma cells along a normal developmental transition from pluripotent/neuroectodermal to mesodermal tissues, the possibility was raised that EWSR1-FLI1 controls lineage-specific gene programs that define cellular identity within these progenitor populations.

### 2.2. *EWSR1-FLI1* Expression Levels Determine Ewing Sarcoma’s PHATE within a Developmental Context

It was previously reported that ectopic EWSR1-FLI1 expression induces neuroectodermal marker expression in MSCs [13] and that EWSR1-FLI1 knockdown in Ewing sarcoma cells promotes mesenchymal marker expression [14]. These findings led us to hypothesize that EWSR1-FLI1 activity controls the position of Ewing sarcoma in the pluripotent/neuroectodermal to mesodermal developmental trajectory along PHATE_1 (Figure 2B; Video S1). Studies which involved depleting EWSR1-FLI1 were analyzed for corresponding changes in PHATE_1 position (Figure S5). It was found in each case that EWSR1-FLI1 knock-down drove cells higher on PHATE_1 towards the mesodermal branch and away from the pluripotency/neuroectodermal lineage branches. This phenomenon is exemplified by a comparison of samples with and without EWSR1-FLI1 shRNA knockdown (transcriptomic data obtained from Howarth et al. [15]; GSE60949) (Figure 3B). To confirm this finding, we first calculated the Pearson correlation of gene expression and PHATE_1 position across Ewing samples, yielding a “PHATE_1 correlation score” (signed R^2^) for every gene. This revealed the genes which drive samples higher on PHATE_1 and vice versa (Figure 3C). After ranking genes by their PHATE_1 correlation score, we were able to determine what pathways were correlated with higher and lower PHATE_1 positions using gene set enrichment analysis (GSEA) [16] (Figure 3D). From this analysis we found that markers of low EWSR1-FLI1 expression were strongly correlated with increasing PHATE_1 scores and vice versa. In agreement with the previous analysis, this result also indicates that the transition from low to high EWSR1-FLI1 expression correlates with the transition from mesodermal to pluripotent/neuroectodermal cell states in normal tissues. This result was further confirmed by GSEA of other pathways correlated with Ewing sarcoma’s position in PHATE_1, using gene sets from the Molecular Signatures Database (MSigDB) Chemical and Genetic Perturbations (C2:CGP) collection [17]. As expected, the correlation of gene expression with PHATE_1 in Ewing cells was significantly enriched for mesenchymal-like cancer pathways (in the case of positive correlations), such as “Verhaak Glioblastoma Mesenchymal”, and pluripotent-like pathways (in the case of negative correlations), such as “Wong Embryonic Stem Cell Core” (Figure S7A). These results further confirmed our observation that EWSR1-FLI1 expression pushes cells along an innate developmental trajectory between mesodermal and pluripotent/neuroectodermal cell states. In addition to EWSR1-FLI1 knock-down, there were several other interventions which significantly pushed Ewing sarcoma along this developmental trajectory (Figure S6).

It was previously reported that lysine-specific histone demethylase 1 (LSD1) inhibition disrupts the Ewing sarcoma transcriptome [18]. In agreement with this finding, we found that LSD1-inhibiting interventions like SP2509 treatment and LSD1 knock-down pushed Ewing sarcoma higher on PHATE_1 (Figure S6B–D). The response to LSD1 inhibition was observed in vitro, but, as LSD1 inhibitors are currently being tested clinically for Ewing sarcoma, it remains to be evaluated whether the same response would occur in vivo. Furthermore, recent literature indicates that EWSR1-FLI1 antagonizes TEA domain transcription factor 1 (TEAD1) transcriptional programs [19]. We found that inhibition of TEAD1 pushes Ewing sarcoma lower on PHATE_1, indicating that this antagonism is likely bi-directional (Figure S6A).

To test whether Ewing sarcoma’s PHATE_1 gene correlations were distinct from those of the underlying developmental context, these analyses were repeated in the absence of any Ewing samples and the results were compared (Figure S7). Quite surprisingly, a significant overlap in C2:CGP and Ewing sarcoma gene set enrichment was observed between the gene correlations along PHATE_1 calculated from Ewing sarcoma samples and those calculated from the Ewing-like normal tissues (Figure S7C,D). The conservation of Ewing sarcoma pathway enrichment in the transition between normal tissue states provides further confirmation that EWSR1-FLI1 controls the movement of cells along this innate developmental trajectory. Furthermore, the enrichment of Ewing sarcoma gene sets in the transitions among primary tissue types indicates that Ewing sarcoma gene sets are largely markers of cellular identity rather than bona fide markers of Ewing sarcoma.

### 2.3. PHATE_1 Gene Scores Identify Mesenchymal-Like Cellular Subpopulation in Ewing Sarcoma Single Cell Transcriptomes

Recent reports indicate that EWSR1-FLI1 expression levels play a role in defining tumor heterogeneity, particularly in defining proliferative and migratory subpopulations [14,20]. In the above results, we found that EWSR1-FLI1 pushes Ewing sarcoma cells along a developmental trajectory between pluripotent/neuroectodermal and mesodermal cell states. Consequently, we hypothesized that developmental gene expression profiles would also be evident at the single cell level and correlate with markers of EWSR1-FLI1 expression. We generated single cell transcriptomes of Ewing sarcoma cell lines and merged them with recently published single cell profiles of patient-derived xenografts (PDXs) (Figure 4A and Figure S8A,B). 

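Of these cell lines, CHLA9 and TC71, both established Ewing sarcoma lines, are covered here, with 1 droplet library of each, and the other cell line and the PDXs were not analysed here. CHLA9 was grown in IMDM with 20% fetal bovine serum and TC71 in RPMI with 10%, and CHLA9 was sequenced on both the HiSeq 3000 and the NovaSeq, so that line, medium and sequencing were not varied separately. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 3.1.0 on hg38 and deposited these counts without normalization, for 5077 barcodes of CHLA9 and 8468 of TC71. The barcodes held 178489774 UMIs in CHLA9 and 75408445 in TC71. After the filters on UMIs, genes and mitochondrial percent, 4311 CHLA9 cells with a median of 34534 UMIs and 6519 genes remained, and 1620 TC71 cells with a median of 34008 UMIs and 6126.5 genes. Cells of 1 library are not replicates, so no test between the lines was made and no p-value is given. Scores of gene lists were the mean over the detected genes of the natural log of 1 plus the UMIs per 10000, after each cell was thinned to 10000 UMIs, which no kept cell fell below. The PHATE_1 score could not be rebuilt, because the gene weights were held here only in part. The 371 PHATE_1-low markers were held in full, and 340 of them matched a gene of the libraries.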

Cell cycle states and Louvain clusters were assigned to each cell (Figure 4B,C). Importantly, the proportion of cells in G1 compared to G2 or S phase depended on whether cells were derived from a PDX or cell line (Figure S8C,D).

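In CHLA9, 22.6% of the kept cells were placed in G1 (95% Clopper-Pearson interval 21.4 to 23.9), 37.0% in S (35.6 to 38.5) and 40.3% in G2M (38.8 to 41.8). In TC71, the share in G1 was 23.6% (21.5 to 25.7), that in S 30.7% (28.5 to 33.1) and that in G2M 45.7% (43.2 to 48.1). The intervals cover counting error only. The shares of TC71 moved with the genes kept for scoring: with genes detected in at least 10 cells, an alternative chosen after seeing the data, 11.1% of its cells were in G1 and 51.2% in S. Of the 19263 rows of the cell table in Table S3, only the first part was held here, and its 1093 CHLA9 cells and 222 TC71 cells matched 1 barcode each. The phase given by the paper was the same in 91.1% of the matched CHLA9 cells and in 67.1% of the matched TC71 cells. With genes detected in at least 10 cells it was the same in 94.0% and 87.8%. The paper places only 6 of the matched CHLA9 cells and 0 of the matched TC71 cells in G1. The agreement thus bears on S against G2M and cannot decide between the G1 shares. The PDX side of the comparison was not analysed here.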

To uncover cellular subpopulations shaped by developmental gene expression programs, we took the PHATE_1 correlation scores for each gene and used them to weight the gene expression profile of each single cell (see Methods). By calculating the median of these weighted gene expression levels, we assigned a “PHATE_1 score” to each cell. Similar to the bulk analysis, a higher PHATE_1 score indicates a cell has a more mesodermal transcriptome and a lower PHATE_1 score indicates a more pluripotent/neuroectodermal transcriptome. 

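The paper's PHATE_1 score of the matched cells was set beside the PHATE_1-low marker score of the same cells. Spearman's rho between them was -0.297 over the 1093 matched CHLA9 cells and -0.392 over the 222 matched TC71 cells. The paper's score weights genes by their PHATE_1 correlation, and the PHATE_1-low markers are genes with a negative correlation. A negative rho is therefore partly built in. The matched cells come from Cluster_1 and Cluster_4 of the paper in CHLA9, with 398 and 695 cells, and from Cluster_4 alone in TC71. Within Cluster_1 of CHLA9 rho was -0.394, and within its Cluster_4 it was -0.235. The paper's score also rose with the paper's UMIs per cell, with a rho of 0.331 in CHLA9 and 0.542 in TC71.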

To uncover cellular subpopulations which display evidence of higher or lower PHATE_1 score, we ranked each cluster by the median PHATE_1 scores of the cells which belong to it (Figure 4D).

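With the PHATE_1-low and Cluster_8 marker genes left out of the integration features, the 2 libraries gave 7 clusters at a resolution of 0.8, which have no relation to the cluster numbers of the paper. The cluster with the lowest median PHATE_1-low score was the same in both lines and held 591 CHLA9 cells (13.7% of the line) but only 41 TC71 cells (2.53%). Its median Cluster_8 marker score was the highest of the 7 clusters in each line, at 0.423 SD above the median of the line in CHLA9 and 0.718 SD above it in TC71. Of its cells, 89.5% were in G1 in CHLA9 and 97.6% in TC71. The PHATE_1-low score itself was lower in G1 than in G2M cells. G1 minus G2M was -0.260 SD in CHLA9 and -0.339 SD in TC71. Cell cycle position could therefore account for part or all of this cluster's place in both scores. In CHLA9 the Cluster_8 value of the cluster lowest in PHATE_1-low stayed between 0.407 and 0.413 SD over 5 other random seeds of the clustering. These seeds were an alternative chosen after seeing the data. At a resolution of 1.2 this value was 0.149 SD, at rank 4 of 12 clusters. There, a cluster of 624 CHLA9 cells, which held 580 of the 591, was highest in Cluster_8, at 0.423 SD, and second lowest in PHATE_1-low, at -0.367 SD against -0.380 SD. In TC71, the cluster lowest in PHATE_1-low changed with the clustering, and its Cluster_8 score lay between -0.0876 and 0.868 SD over the same seeds. With all variable features, as in the paper, it was -0.00368 SD, at rank 5 of 8 clusters. The TC71 cluster highest in Cluster_8 held 38 to 44 cells under the main clustering, under the 5 seeds, with all variable features and at a resolution of 1.2, and shared at least 35 of the 41 cells, but it was not lowest in PHATE_1-low in each of these. With each library on its own, the TC71 cluster lowest in PHATE_1-low was again highest in Cluster_8, at 0.624 SD, but shared only 4 of its 153 cells with the 41.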

The top PHATE_1-high cluster (Cluster_8) was further characterized by the identification of positive and negative marker genes via differential gene expression analysis of this cluster compared to all others (Figure 4E; Table S3). Pathway enrichment was conducted using the positive and negative selection markers and gene sets from multiple MSigDB collections (custom “integrated” gene set collection, see Methods) (Figure 4E; Table S3). The enrichment of high PHATE_1 scores (mesodermal branch) in this cluster was mirrored by the pathway enrichment for mesenchymal-like gene sets such as “Hallmark Epithelial Mesenchymal Transition”, loss of cell cycle activation indicated by “Iglesias E2f Targets Up (Down)”, and for the EWSR1-FLI1-low gene set “Kinsey Targets of Ewsr1 Fli1 Fusion Down”. These results recapitulated the bulk analysis, finding that EWSR1-FLI1 expression levels control the activation of developmental gene programs and lineage commitment. Furthermore, this analysis demonstrated the relevance of these developmental programs in defining Ewing sarcoma tumor heterogeneity.

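The pathway table of Table S3 was held here in part and names 107 of the markers of Cluster_8, all of which matched a gene. Their score fell as the PHATE_1-low marker score rose across the cells of each line. Spearman's rho was -0.168 over 4311 CHLA9 cells and -0.176 over 1620 TC71 cells, below all of 1000 random lists matched on size and mean expression, whose median rho was 0.0703 in CHLA9 and 0.102 in TC71. The paper called these markers from cells that include both lines, for the cluster it ranked highest in PHATE_1. The random lists were not chosen this way, so a low place for the markers is partly built in. Their place among random lists also depended on the score. With the share of UMIs in the list as the score, rho was -0.175 and -0.186, at percentiles 14.6 and 27.6 of the random lists. For the 22 markers in the Hallmark epithelial mesenchymal transition (EMT) set, rho was -0.124 in CHLA9 and -0.150 in TC71. For the 20 markers in the Iglesias set it was -0.196 and -0.129. The 20 markers in the Kinsey set gave -0.0705 and -0.0597, and with the share of UMIs as the score -0.00885 and -0.109. The Cluster_8 score was higher in G1 than in G2M cells, by 0.599 SD in CHLA9 and 0.313 SD in TC71. For the EMT markers this difference was 0.364 SD and 0.348 SD, for the Iglesias markers 0.641 SD and 0.196 SD. For the Kinsey markers it was 0.0676 SD and 0.0485 SD. The mean Kinsey score was lower in S cells, at 0.312 against 0.357 in G1 and 0.351 in G2M cells of CHLA9. In TC71 the mean was 0.396 in S, 0.425 in G1 and 0.421 in G2M cells. Over the alternatives, the Kinsey difference between G1 and G2M ran from 0.00698 SD (5000 UMIs) to 0.120 SD (share of UMIs) in CHLA9. In TC71 it ran from 0.0138 SD (no outlier step) to 0.298 SD (share of UMIs). With phases from genes in at least 10 cells, chosen after seeing the data, the Iglesias difference in TC71 was 0.0714 SD. From the gene sets enriched among the markers of this cluster, the paper reasons that its high PHATE_1 scores go with a mesenchymal-like state, a loss of cell cycle activation and low EWSR1-FLI1 activity.

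**Figure D1:**
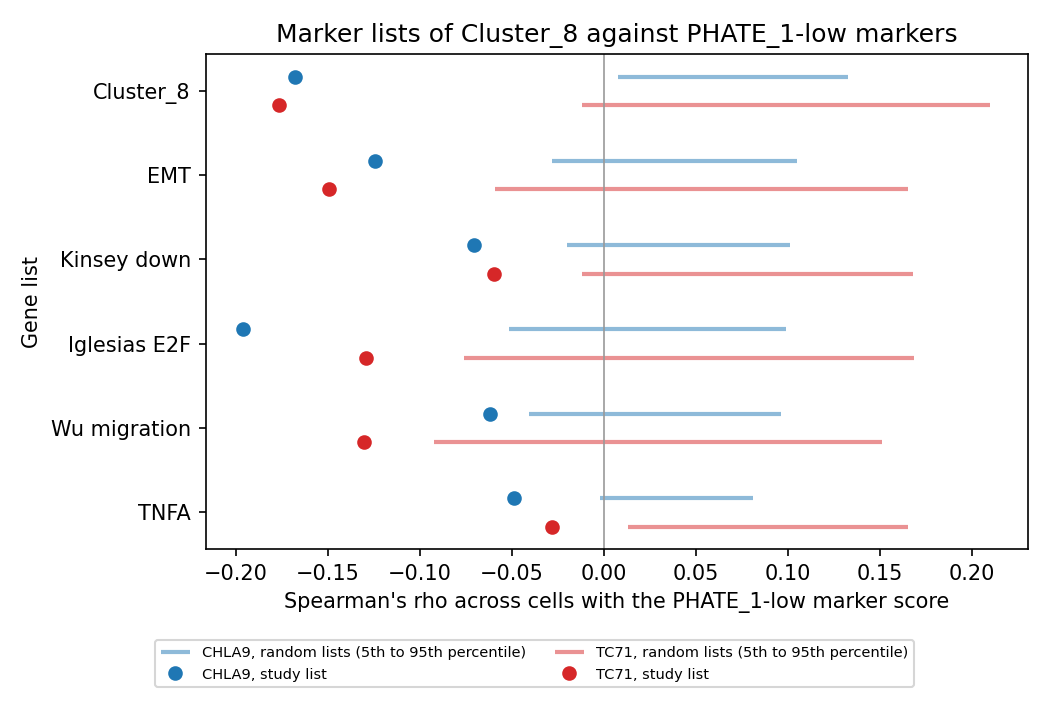
Spearman's rho across cells between each marker list of Cluster_8 and the PHATE_1-low marker score, in CHLA9 (blue) and TC71 (red); points are the lists and lines span the 5th to 95th percentile of random lists. The 107 Cluster_8 markers lie at -0.168 in CHLA9 and -0.176 in TC71. The markers, unlike the random lists, were called by the paper from cells that include these lines.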

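FLI1 (ENSG00000151702), on chromosome 11 of GRCh38 from 128686535 to 128813267, had 37.9 UMIs per 1000000 (CPM, exact 95% Poisson interval 37.0 to 38.9) in the summed CHLA9 cells and 23.0 CPM (21.7 to 24.2) in TC71. Reads of the fusion and of the intact genes were not told apart by these counts. The library kit reads the 3' end of a transcript, which in the fusion is FLI1. EWSR1 counts would therefore come mainly from the intact gene. At 10000 UMIs per cell, 31.9% of CHLA9 cells and 20.8% of TC71 cells had a FLI1 UMI. Across cells, rho of FLI1 with the Cluster_8 marker score was 0.00230 in CHLA9 and -0.0559 in TC71, at percentiles 64.6 and 8.4 of genes of like expression. With the PHATE_1-low marker score, rho of FLI1 was 0.00648 in CHLA9 and 0.0602 in TC71, at percentiles 42.0 and 80.9. These relations were chosen after seeing the data. EWSR1 (ENSG00000182944) on chromosome 22 had 153 CPM in CHLA9 and 101 CPM in TC71, and its rho with the Cluster_8 score was 0.00977 and -0.0818. Summed over the cells of a phase, FLI1 was lower in G1 than in G2M cells of TC71, with 18.7 CPM (16.3 to 21.2) and 24.8 CPM (23.0 to 26.8). In CHLA9 it had 35.5 CPM and 39.1 CPM, with intervals that touch. EWSR1 had 167 CPM in G1 and 158 CPM in G2M cells of CHLA9, and 92.1 CPM and 99.3 CPM in TC71.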

### 2.4. Permissible PHATE_1-Low Tissues Show Important Transcriptional Similarities with *EWSR1-FLI1* Transcriptome

EWSR1-FLI1 expression is toxic to most cells into which it is introduced. However, several primary cell types are capable of stable ectopic EWSR1-FLI1 expression: iPSCs, hESCs (only tested with p53 knock-down), neural crest cells, and neural crest-derived MSCs (NC-MSCs) [6,21,22,23]. Interestingly, each of these tissue types (except for NC-MSCs which were not available for analysis) belongs to the PHATE_1-low developmental context (Figure 2A) and display high expression of Ewing sarcoma marker genes (Figure 1C). These findings led us to hypothesize that PHATE_1-low tissues can stably express EWSR1-FLI1 because of their basal similarity with the EWSR1-FLI1 transcriptome. To characterize the shared biological features that could account for permissibility, we performed a comparative pathway enrichment for genes of the EWSR1-FLI1 transcriptome and markers of PHATE_1-low tissues (Figure 5). The “EWSR1-FLI1 Transcriptome” was defined as the genes which are activated by EWSR1-FLI1 or increase after ectopic EWSR1-FLI1 expression (see Methods for additional details). The set of “PHATE_1-low Markers” were defined as the genes with a PHATE_1 correlation score <−0.2 in normal tissues. For both groups, pathway enrichment (gene set overrepresentation) was calculated using a collection of gene sets from MSigDB (“integrated” collection, see Methods For additional details). A highly significant overlap was found (Figure 5A).

The 289 shared gene sets were assigned to general biological categories (see Methods for additional details) and the number of gene sets in each category was compared (Figure 5B). Interestingly, the top results belonged to biological processes related primarily with cell cycle, DNA damage response, and RNA processing.

### 2.5. The Capability to Resolve R-Loops and Replication Stress are Probable Requirements for Stable *EWSR1-FLI1* Expression

Ewing sarcoma cells display high rates of replication and transcription [24], which is unsurprising given their cancer status. However, recent reports indicate that pluripotent tissues also display these characteristics [25,26,27]. Furthermore, high rates of transcription combined with high rates of proliferation can create transcriptional stress and genome instability via the production of R-loops (genomic structures formed by the hybridization of RNA and DNA) [28]. Consequently, we hypothesized that factors which resolve R-loops and replication stress are required to support the high replication and transcription rates resulting from EWSR1-FLI1 expression. If correct, we predict the following should also be true: (1) PHATE_1-low, but not PHATE_1-high, tissues display high levels of R-loop accumulation, (2) that Ewing sarcoma cells depend upon factors which resolve R-loops and replication-stress, and (3) that this dependency is shared by PHATE_1-low tissue types but not PHATE_1-high tissue types.

If our first assertion is correct, then it follows that PHATE_1-low (pluripotent/neuroectodermal) tissues would show significantly higher accumulation of R-loops compared to PHATE_1-high (mesodermal) tissues. We mined publicly available DNA-RNA immunoprecipitation sequencing (DRIP-Seq) data from a recently published gene expression omnibus (GEO) accession (GSE145964; Table S4) to test this assertion. The data was re-processed and the number of peaks (R-loop sites) in each cell type was compared (Figure 6A). This analysis revealed that there are significantly more R-loops in PHATE_1-low cell types (iPSCs, NSCs, and hESCs) compared to a PHATE_1-high cell type (MSCs). Furthermore, we noted that a large number of DRIP-Seq peaks are found exclusively in iPSCs compared MSCs (Figure 6B).

Second, we predicted that Ewing sarcoma would depend upon R-loop and replication-stress-mitigating factors to maintain its high levels of transcription and proliferation. Previously, we and others noted that Ewing sarcoma cells activate the Ataxia telangiectasia and Rad3 related (ATR) replication stress signaling pathway and that this depended upon the presence of R-loops [24,29]. However, we had not identified any downstream effectors that might be key to processing R-loops and maintaining genome stability in these tumors. By examining the gene correlations along PHATE_1 in Ewing sarcoma cells (Table S2), we discovered several genes strongly correlated with an EWSR1-FLI1-high cell state which are relevant to R-loop resolution and replication stress: 1) the Fanconi Anemia pathway (FANCI, FANCD2, and FANCA), and 2) Flap endonuclease 1 (FEN1).

Fanconi Anemia genes play a critical role in resolving both interstrand crosslinks and R-loops, supporting replication fork integrity and preserving genome stability [30]. Compared to IMR90, a fibroblast and PHATE_1-high cell type, we observed dramatic increase in the post-translationally modified (activated/ mono-ubiquitinated) forms of FANCD2 and FANCI protein in Ewing sarcoma cells (black triangles, Figure 7A) and a marked increase in cell death with knockdown of multiple Fanconi anemia genes (Figure 7B). These results suggest a dependence on this pathway for survival in Ewing sarcoma but not in IMR90 cells.

FEN1 is an essential enzyme that removes 5’ overhangs during DNA repair and replication [31]. FEN1 has also been implicated in processing R-loops at telomeres to limit telomere fragility [31,32]. This led us to hypothesize FEN1 could be important for resolving R-loops in Ewing sarcoma and, consequently, maintaining high proliferation rates. We experimentally validated that FEN1 was upregulated in Ewing sarcoma cell lines compared to IMR90 (Figure 7C). Furthermore, the chemical inhibition of FEN1 resulted in severe toxicity in Ewing sarcoma, but not in IMR90 (Figure 7D). More importantly, unlike in IMR90, FEN1 inhibition led to further accumulation of R-loops in Ewing sarcoma cells (Figure S9).

Finally, it was asserted that PHATE_1-low tissues, but not PHATE_1-high tissues, would demonstrate a dependency upon the factors which resolve R-loops and replication stress (the Fanconi Anemia and flap endonuclease genes). We demonstrated above that PHATE_1-high cell types do not accumulate high R-loop levels (Figure 6 and Figure S9). We also demonstrated that IMR90, a PHATE_1-high tissue type, does not express high levels of the Fanconi Anemia and flap endonuclease genes (Figure 7A,C) or depend upon them for survival (Figure 7B,D). Therefore, it remained only to determine whether PHATE_1-low tissues demonstrate a dependency upon these factors similarly to Ewing sarcoma. We calculated normalized read counts of Fanconi Anemia and flap endonuclease genes for each sample. The results were grouped by tissue type, and tissues were ordered by median expression of all four genes (Figure 8). As expected, we found that PHATE_1-low tissue types (neural crest cells, neural progenitor/stem cells, iPSCs, and hESCs) showed higher expression of Fanconi Anemia and flap endonuclease genes compared to all other tissues except for Ewing sarcoma and HSCs.

Taken together, these results support the assertion that R-loop and replication stress resolving factors are probably necessary for stable EWSR1-FLI1 expression in primary tissue types.

## 3. Discussion

Elucidating the transcriptomic context in which Ewing sarcoma arises involves both the question of which normal cell states are permissive for stable fusion gene expression and of how tumor cells hijack developmental pathways to maintain proliferation, resist treatment, and metastasize. To address these questions, we undertook an unbiased mass-scale re-analysis of publicly available RNA-Sequencing data sets including 40,643 samples from a wide variety of normal tissue types and 260 Ewing sarcoma samples. By analyzing the marker genes which distinguish Ewing sarcoma from other samples, we identified normal tissues with Ewing-like gene expression patterns (Figure 1C). Interestingly, the tissues which showed Ewing-like transcriptomes belong to developmental transitions such as gastrulation (Figure 2B; Video S1). This led us to hypothesize that EWSR1-FLI1 reactivates developmental gene programs in normal tissue types as part of Ewing sarcomagenesis.

To further elucidate the transcriptomic landscape within the population of Ewing sarcoma and Ewing-like tissues, we implemented the PHATE data diffusion algorithm [12]. While UMAP offers a global and local perspective on the similarities and differences between various samples in a data set, PHATE is capable of accurately reconstructing the transition states between samples based on their gene expression profiles [10,12]. We demonstrated that PHATE can successfully recapitulate the known biological transitions within the bulk transcriptomes of Ewing sarcoma-like tissues (Figure 2 and Figure S4; Video S1). This approach was particularly effective in revealing the transition states between pluripotent, neuroectodermal, and mesodermal lineages, revealing the location of Ewing sarcoma within this developmental context (Figure 2B; Video S1). Though Ewing sarcoma is believed to arise from mesenchymal origins, it also displays markers of pluripotency and neuroectodermal lineages [2]. This dichotomy was recapitulated by PHATE as it portrayed Ewing sarcoma as stretched between the mesodermal branch and the juncture between the pluripotent and neuroectodermal branches (Figure 2B; Video S1).

Multiple studies have demonstrated that ectopic EWSR1-FLI1 expression leads to the expression of neuroectodermal markers in MSCs and that EWSR1-FLI1 depletion in Ewing sarcoma cells leads to increased mesenchymal gene expression patterns [13,14]. Consistent with these findings, our analysis showed that samples with lower EWSR1-FLI1 expression had higher PHATE_1 positions (more mesodermal), and samples with higher EWSR1-FLI1 expression had lower PHATE_1 positions (more pluripotent/neuroectodermal) (Figure 3 and Figure S5).

Several transcriptomic studies have defined Ewing sarcoma-specific gene sets, many of which have been formalized in the Molecular Signatures Database (MSigDB) Chemical and Genetic Perturbations (C2 : CGP) collection [17]. These gene sets are typically generated through transcriptomic experiments in which a non-Ewing cell is engineered to express EWSR1-FLI1 or a Ewing cell is subjected to knock-down of EWSR1-FLI1 and the change in gene expression is determined. As expected, these gene sets are highly enriched in the gene expression correlations of Ewing sarcoma samples along PHATE_1 (Figure 3D). However, the same is true for the underlying developmental context. Even when no Ewing sarcoma samples are considered, the gene correlations within the developmental context along PHATE_1 are also highly enriched for “Ewing sarcoma gene sets” (Figure S7D,F). These results indicate the degree to which EWSR1-FLI1 hijacks normal developmental trajectories and also indicates that many of the classical Ewing sarcoma gene sets may be, in fact, markers of cell lineage rather than bona fide markers of Ewing sarcoma.

Previous reports demonstrated that inhibition of LSD1 interferes with the EWSR1-FLI1 transcriptomic program [18]. Recapitulating this observation, we demonstrated SP2509 treatment acts similarly to EWSR1-FLI1 knockdown by shifting multiple Ewing sarcoma cell lines significantly higher on PHATE_1 (Figure S6B,C). Furthermore, previous studies have described an antagonistic relationship between TEAD1 and EWSR1-FLI1 in which EWSR1-FLI1 prevents the transcription of TEAD1 target genes, preventing ECM sensing [19]. We demonstrate that TEAD1 siRNA shifts Ewing sarcoma cells significantly lower on PHATE_1, toward the pluripotent/neuroectodermal branch (Figure S6A). This finding implies that the antagonism between EWSR1-FLI1 and TEAD1 is bi-directional and that Ewing sarcoma cells can be induced to undergo further transformation in basal conditions through TEAD1 knock down.

Recent studies have demonstrated that EWSR1-FLI1 activity plays a central role in defining Ewing tumor heterogeneity [14,20]. Combining single cell transcriptomes from cell line and PDX samples, we identified a subpopulation which displayed the highest PHATE_1 score (mesodermal). As expected, our cluster marker analysis confirmed that this subpopulation is enriched for mesodermal lineage markers and markers of low EWSR1-FLI1 expression (Figure 4E). 

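Single Cluster_8 markers differed in how they followed the PHATE_1-low marker score across cells. VIM (ENSG00000026025) had the lowest mean rho of the 2 lines, with -0.103 in CHLA9 and -0.223 in TC71. TMSB10 followed with -0.114 and -0.133, then S100A11 with -0.104 and -0.140, MYL12B with -0.0574 and -0.153, and TIMP1 with -0.0459 and -0.163. At the other end of the list rho was positive, with 0.0864 and 0.135 for ENAH, 0.0475 and 0.124 for NEAT1, 0.0541 and 0.0996 for HMCN1, 0.0139 and 0.0967 for TPM4, and 0.0231 and 0.0647 for LIMA1. Of the 101 markers with a rho, 49 had a negative rho in both lines, 16 a positive one in both, and 36 opposite signs. These are bare signs, with no lower limit on the size of rho or on expression. Opposite signs therefore do not show a difference between the lines. COL1A2, for instance, had -0.0557 in CHLA9 and 0.00541 in TC71, where the kept cells held 2 of its UMIs. Summed over cells, VIM had 714 CPM in CHLA9 and 1247 CPM in TC71, and TIMP1 had 67.4 CPM and 965 CPM.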

Interestingly, this analysis also revealed the degree to which this subpopulation is defined by markers of invasiveness and metastasis. The top positive markers in these cells are S100 Calcium Binding Protein A10 (*S100A10*), secreted Protein Acidic And Cysteine Rich (*SPARC*), and lamin A/C (*LMNA*), all three of which have been firmly linked with metastatic progression in multiple cancers [33,34,35]. Furthermore, pathway enrichment of the markers in this cluster reveals evidence of epithelial to mesenchymal transition and low-EWSR1-FLI1 expression alongside increased expression of multiple metastasis-related pathways (e.g., “WU_CELL_MIGRATION”, *p* < 5.94 × 10^−9^), implicating these cells as a likely metastatic subpopulation (Figure 4E; Table S3). 

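S100A10 (ENSG00000197747), on chromosome 1 of GRCh38 from 151982915 to 151993859, had 2.90 CPM in CHLA9 (exact 95% Poisson interval 2.64 to 3.17, from 469 UMIs) and 85.2 CPM in TC71 (82.9 to 87.7), a log2 difference of -4.88. SPARC (ENSG00000113140), on chromosome 5 from 151661096 to 151686975, had 4.09 CPM in CHLA9 (3.78 to 4.41) and 56.4 CPM in TC71 (54.4 to 58.3), a log2 difference of -3.78. LMNA (ENSG00000160789), on chromosome 1 from 156082573 to 156140081, had 283 CPM in CHLA9 (280 to 285) and 100 CPM in TC71 (97.6 to 103), a log2 difference of 1.50. The intervals cover counting error only, and with 1 library per line these differences have no replicate check. Across cells, rho with the PHATE_1-low marker score was -0.0260 in CHLA9 and -0.0887 in TC71 for S100A10, -0.0476 and -0.0439 for SPARC, and -0.136 and -0.0466 for LMNA.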

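Of the Cluster_8 markers, 12 belong to the Wu cell migration set in the rows of the pathway table held here. Their score had a rho of -0.0622 with the PHATE_1-low marker score in CHLA9, at percentile 1.6 of the random lists, and of -0.131 in TC71, at percentile 1.3. It was higher in G1 than in G2M cells by 0.250 SD in CHLA9 and 0.222 SD in TC71. The percentiles are partly built in, since the paper called the markers from cells that include these lines. The 23 markers in the Hallmark TNFA set gave a rho of -0.0491 in CHLA9 and -0.0283 in TC71. Their G1 minus G2M difference had the opposite sign, at -0.0179 SD in CHLA9 and -0.0500 SD in TC71.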

Recent literature has indicated that EWSR1-FLI1 levels fluctuate within tumors and that this heterogeneity controls the ability of cells to proliferate or metastasize [20]. Our findings reveal that cell proliferation and metastasis are not unique to Ewing sarcoma but are capabilities derived from its hijacking of the transcriptional programs found within its developmental context.

Though many consider bone-marrow MSCs to be the probable cell of origin for Ewing sarcoma, neither they, nor fibroblasts (another PHATE_1-high tissue), are capable of stable EWSR1-FLI1 expression [4,6,23,36]. Conversely, PHATE_1-low tissues iPSCs, hESCs (only tested with p53 knock-down), and neural crest cells each tolerate stable EWSR1-FLI1 expression and, in the case of hESCs, show dependency upon the fusion gene [6,21,22,23]. Given the transcriptional similarity between PHATE_1-low tissue types and EWSR1-FLI1-high Ewing sarcoma samples, we hypothesized that these primary tissues might possess qualities that make them innately permissive for EWSR1-FLI1 expression. Subsequent analysis revealed that PHATE_1-low tissues share a high degree of similarity with the EWSR1-FLI1 transcriptome, largely pertaining to proliferation, DNA repair, and RNA processing pathways (Figure 5).

Previous reports demonstrated that both Ewing sarcoma and pluripotent tissues display high levels of proliferation and transcription [24,25,26]. A known consequence of transcriptional activity is the accumulation of R-loops, three-stranded genomic structures resulting from the hybridization of RNA to DNA [37]. The failure to resolve R-loops leads to replication stress and genomic instability, a condition exacerbated by high replication rates [37]. Ewing sarcoma displays a high abundance of R-loops [24], but it maintains a relatively stable genome [3]. Therefore, we hypothesized that Ewing sarcoma relies upon factors which resolve R-loops and mitigate replication stress. Given the permissivity for EWSR1-FLI1 in PHATE_1-low tissues, we further hypothesized that they would display high R-loop levels and share Ewing sarcoma’s predicted dependency upon R-loop and replication-stress-mitigating factors.

It was experimentally revealed that the Fanconi Anemia and flap endonuclease genes, which have roles in resolving R-loops and mitigating replication stress, are necessary for cell viability in Ewing sarcoma (Figure 7). Furthermore, reanalysis of public DRIP sequencing data revealed that PHATE_1-low tissue types display significantly higher R-loop accumulation compared to PHATE_1-high tissues (Figure 6) and higher expression of Fanconi Anemia and flap endonuclease genes compared to all other tissue types except for Ewing sarcoma and HSCs (Figure 8). Importantly, these experiments also demonstrated that PHATE_1-high tissues which do not permit stable EWSR1-FLI1 expression have (1) lower levels of R-loops compared to PHATE_1-low tissues and Ewing sarcoma (Figure 6 and Figure S8) and (2) low dependence on Fanconi Anemia and flap endonuclease genes (Figure 7 and Figure 8). Taken together, these results indicate that the factors which resolve R-loop accumulation and replication stress, such as the Fanconi Anemia and flap endonuclease proteins, are likely prerequisites for stable EWSR1-FLI1 expression in primary tissues.

There exists a natural antagonism between replication and transcription [27,37]. Replication forks can stall, reverse, or collapse due to collisions with transcriptional machinery [38]. R-loops form naturally during transcription but, if unresolved, contribute to transcription-replication conflicts [39]. Without the ability to mitigate this antagonism, cells cannot maintain hyperproliferation and hypertranscription without suffering genome instability [27]. We demonstrated herein that Ewing sarcoma and PHATE_1-low cell types display the ability to resolve R-loops and replication stress. Consequently, we propose that this mitigating capability is required to maintain the high rates of proliferation and transcription which these tissues generally display (Ewing sarcoma and pluripotent stem cells show both hypertranscription and hyperproliferation) [24,25,26,27]. However, we cannot exclude the possibility that R-loop levels, R-loop resolving factors and factors involved in responding to replication stress are independent correlates of altered proliferative state. It remains now for subsequent experiments to determine whether these mitigating factors can (1) improve the permissibility of other normal tissues for modeling Ewing sarcomagenesis and (2) guide the search for which cell types and cell states Ewing sarcoma could arise from. Furthermore, according to the depmap database, *FEN1* is among the top dependencies for Ewing sarcoma [40]. Taken together with our findings, this supports the concept that Ewing sarcoma cells rely upon factors that mitigate replication-transcription conflict for survival. Consequently, we propose that inhibitors which target these factors may represent robust novel therapeutics for the treatment of Ewing sarcoma patients.

## 4. Materials and Methods

### 4.1. Ewing Sarcoma Cell Lines

Ewing cells TC32, CHLA10, CHLA9, and TC71 were purchased from Children’s Oncology Group (COG) and the EWS502 Ewing sarcoma cell line was a kind gift from Dr. Stephen Lessnick (Nationwide Children’s Hospital, Columbus, OH, USA). IMR90, a primary fibroblast cell line was used as control and purchased from ATCC. TC32, TC71, and EWS502 were grown in RPMI supplemented with 10% Fetal Bovine Serum (Atlanta Biologicals, Flowery Branch, GA, USA), CHLA10 and CHLA9 in IMDM supplemented with 20% fetal bovine serum and IMR90 in DMEM supplemented with 10% fetal bovine serum. Cells were maintained in 37 °C in a humidified atmosphere with 5% CO_2_.

### 4.2. Single Cell RNA-Sequencing (scRNA-Seq) of Ewing Sarcoma Cell Lines

To obtained a single cell suspension, 70–80% confluent cells were washed twice with HBSS (Corning, Corning, NY, USA), recollected using 0.25% Trypsin, 2.21 mM EDTA, 1X sodium bicarbonate solution (Corning) and centrifuged for 5 minutes at 300 rcf at 4 °C. Cell pellets were then resuspended in cold DPBS, without calcium and without magnesium (Corning) supplemented with 0.04% bovine serum albumin (BSA) to minimize cell sticking. Viability was measured using an automated cell counter (Nexcelom, Lawrence, MA, USA), centrifuged as described above and resuspended at the desired final concentration in cold DPBS, without calcium and without magnesium - 0.04% BSA. Finally, single cell suspensions were strain through a 70 μm cell sieve and processed for sequencing.

Library prep was performed with the 10x Genomics v3.1 3’ kit (Pleasanton, CA, USA). All samples were sequenced on the Illumina HiSeq 3000 (San Diego, CA, USA) with a 28 + 8 + 100 configuration. CHLA9 and CHLA10 libraries were re-sequenced on the Illumina NovaSeq (San Diego, CA, USA) with a 28 + 8 + 91 configuration.

### 4.3. Cell Viability Assay

Cells were seeded at 30% confluence in 384 well plates and treated with FEN1 inhibitor (PTPD, Glixx Laboratories Inc., Hopkinton, MA, USA) the following day. Cytotoxicity was evaluated after 72 h of treatment using Celltiter-Glo (Promega, Madison, WI, USA). For transfection experiments, siRNA against FANCI, FANCD2, FANCA and non-targeting Control were purchased from SantaCruz Biotechnology Inc. (Dallas, TX, USA). Cells were incubated with siRNA and Lipofectamine RNAiMax by reverse transfection in 96 well plates, following manufacturer’s instructions. Cell viability was evaluated after 72 h of transfection using Celltiter-Glo.

### 4.4. Western Blot Analysis

Whole cell lysates were prepared using RIPA buffer, separated on 3–8% gradient gels using the NuPage system (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and transferred onto nitrocellulose membrane. Blots were incubated with 1:1000 dilution of the antibodies overnight at 4 °C and developed using enhanced chemiluminescence (Super ECL or West Femto, Thermo Fisher Scientific). The following antibodies were used: FEN1 (sc-13051, Santa Cruz), FANCA (sc-28215, Santa Cruz, Dallas, TX, USA), FANCD2 (NB100-182, Novus, Wrentham, MA, USA), FANCI (A301-254A, Bethyl Labs, Montgomery, TX, USA), β-Tubulin (cs2128, Cell Signaling, Danvers, MA, USA), Vinculin (cs13901, Cell Signaling), goat anti-mouse IgG-HRP and goat anti-rabbit IgG-HRP (Santa Cruz Biotech Inc.). Full images of blots are available in the Supplemental Materials.

### 4.5. RNA:DNA Hybrid Intensity Analysis

Extent of genomic R-loops in the cells was measured using dot blots. Briefly, DNA harvested and purified by phenol-chloroform-ethanol method was digested using a cocktail of restriction enzymes (HindIII, EcoRI, BsrGI, XbaI and SspI, NEB). Each sample (0.5 µg of purified digested genomic DNA) was loaded in quadruplicate on to a pre-wet H^+^ nylon membrane (Amersham Hybond, GE Healthcare Life Sciences, Chicago, IL, USA) and allowed to incubate for 20 min. Membranes were then washed twice with dH_2_O, rinsed in 2× SSC buffer and then left to air-dry at room temperature. For single-stranded DNA, there was an additional denaturation step (incubation in 0.5N NaOH, 1.5M HCl for 10 min), followed by a 10 min incubation in neutralization buffer (1M NaCl, 0.5M Tris-HCl pH 7). Membranes were blocked with 5% non-fat dry milk in TBS-T and incubated with either S9.6 antibody (ENH001, 1:1000, Kerafast, Boston, MA, USA) or ssDNA antibody (MAB3034 1:5000 Millipore, Burlington, MA, USA) overnight. Blots were analyzed with enhanced chemiluminescence (Super ECL) using Image Studio (LI-COR, Lincoln, NE, USA) to measure signal intensity of each dot. The corresponding ssDNA signal was used to normalize R-loop intensity. Cells were treated with a FEN1 inhibitor (RF00974SC, Maybridge Chemicals, Loughborough, UK).

### 4.6. Gene Set Collections Generated and Utilized

Gene sets used within this study for gene set enrichment analysis (GSEA) and gene set enrichment (over-representation analysis) were obtained from the Molecular Signatures Database (MSigDB) v7 accessed via the *msigdbr* function of the *msigdbr* package v.7.0.1 or generated from literature sources. A custom gene set category, termed “integrated”, was taken as the combination of gene sets from the “H” (Hallmark), “C2 : CGP” (chemical and genetic perturbations), “C2 : CP” (Canonical pathways; includes *BioCarta*, *KEGG*, *PID*, and *Reactome*), and “C5 : GO” (Gene Ontology) collections. Additionally, the custom collection of “Ewing sarcoma gene sets” was curated in a three-step process: (1) Five new gene sets were defined from recent literature: “Riggi 2014 activated by EWSR1-FLI1” and “Riggi 2014 repressed by EWSR1-FLI1” were defined from Riggi et al. 2014 as the genes which are bound by EWSR1-FLI1 and transcriptionally activated or repressed based on knockdown experiments in Ewing sarcoma cell lines [41]. “Aynaud 2020 EWSR1-FLI1-high markers”, and “Aynaud 2020 EWSR1-FLI1-low markers” were defined from Aynaud et al. 2020 from independent component analysis of single cell RNA-Sequencing data in a Ewing sarcoma cell line with an inducible knockdown of EWSR1-FLI1, representing gene expression profiles specific to Ewing sarcoma cells with high or low expression of EWSR1-FLI1 respectively [14]. “Aynaud 2020 activated by EWSR1-FLI1” was taken as the intersection of “Aynaud 2020 EWSR1-FLI1-high markers” with the set of genes that show increasing H3K27ac signal in the days following the cessation of full EWSR1-FLI1 knockdown [14]. (2) Pre-existing gene sets related to Ewing sarcoma were gathered from the C2 : CGP collection of MSigDB using the regex term “EWING|_EWS|EWSR1”. (3) Six gene sets of the resulting collection were censored. “Rorie targets of EWSR1-FLI1 fusion down” and “Rorie targets of EWSR1-FLI1 fusion up” involved the expression of EWSR1-FLI1 in neuroblastoma cells and were, therefore, not relevant to a study with a normal tissue background [42]. “Torchia targets of EWSR1-FLI1 fusion up”, “Torchia targets of EWSR1-FLI1 fusion top 20 up”, “Torchia targets of EWSR1-FLI1 fusion down”, and “Torchia targets of EWSR1-FLI1 fusion top 20 down” were conducted in a mouse model of leukemia, which was deemed unsuitable because of the need for a normal tissue background and the divergent genetic background of mice from humans [43]. Furthermore, the set of “EWSR1-FLI1 targets” from Figure S1D was taken as the genes from “Ewing sarcoma gene sets” belonging to gene sets which involved an EWSR1-FLI1 or FLI1 ChIP-Seq binding study. Finally, meta gene sets were calculated as part of the analysis in Figure 5 by using regular expressions relevant to the category in question to classify gene sets from the “integrated” collection. The “EWSR1-FLI1 transcriptome” was defined as the “Ewing sarcoma gene sets” which comes from studies that observe changes in gene expression after ectopic expression of EWSR1-FLI1 in non-Ewing tissues or after knock-down of EWSR1-FLI1 in Ewing sarcoma. These gene sets were found through a regex search using the term “_UP|ACTIVATED|HIGH” in the Ewing sarcoma gene sets collection.

### 4.7. Pre-Processing of Publicly Available Bulk RNA-Seq Data

Standardized bulk RNA-Seq data was downloaded from the ARCHS^4^ data repository v8 (February 2020). Sample metadata was categorized by tissue type and tumor status with a custom regex dictionary in coordination with cell line information downloaded from Cellosaurus v33 (December 2019). Samples from single cell experiments were removed. Tumor samples that did not belong to the ‘ewing sarcoma’ category, didn’t fit a unique tissue type classification, or which contained fewer than 10 million reads aligned to the human transcriptome were also filtered out. The result was 40,643 samples from normal tissues and 260 Ewing sarcoma (EWS) samples (Table S1). Furthermore, genes with zero counts in 10% or more of samples were discarded.

Using the vst function from DESeq2 v1.26.0 counts were geometric-mean normalized and a variance-stabilizing transform was applied, generating a homoscedastic dataset suitable for dimensionality reduction. The resulting normalized gene count matrix had the dimensions 28,621 genes X 40,903 samples. VST-transformed gene variance was calculated for every gene using the rowVars function from the matrixStats v0.55.0 package. The top 10 thousand variable genes were selected for principle component analysis (PCA) calculated with the prcomp function from the stats v3.6.2 package.

The top 100 principle components (PCs) were subsequently used to construct a nearest neighbor graph using the FindNeighbors function of the Seurat v3.1.3 package. Louvain clustering was also performed using the FindClusters function of Seurat and the umap function of the uwot v0.1.5 package was used to calculate a UMAP embedding (Table S1). Ewing sarcoma marker genes were obtained by using the FindMarkers function of Seurat using the Wilcoxon rank sum model. Only genes with an average log2 fold change >0.58 and p adjusted value <1E-50 were considered as Ewing sarcoma marker genes (Table S1). Ewing sarcoma marker scores for each sample were calculated as the median of VST-transformed counts for the Ewing sarcoma marker genes within that sample (Table S1). Additionally, the expression of Fanconi Anemia and flap endonuclease genes across tissue types was taken as the VST-transformed read counts of each gene within each sample (Table S4). Additionally, comparison of Ewing marker expression between tissue categories and Louvain clusters (Figure S2) was performed using the pairwise.t.test function of the stats R package with ‘holm’ multiple testing correction applied. The enrichment of tissue type within each cluster was calculated as the number of samples of that tissue type in the cluster divided by the total number of samples of that tissue type and then scaled but not centered for each column of the heatmap (Figure S3).

### 4.8. PHATE Analysis of Top EWS-Like Clusters

The top Louvain clusters by Ewing sarcoma marker gene expression were selected for further analysis via the PHATE embedding algorithm [12]. PHATE embeddings were calculated using the phate function of the phateR v1.0.0 package on the matrix of VST-transformed counts. PHATE was calculated for 3 dimensions at a lower nearest-neighbor setting to improve the ability to visualize and remove samples which did not participate in the EWS-containing trajectory (plots generated by accompanying scripts). A final PHATE embedding was optimized from the remaining samples by iterating the nearest neighbor parameter until the developmental context was fully visible (Table S2).

PHATE-correlated genes were calculated using the cor function of the stats R package (Table S2). For this analysis, data were “median-by-ratio” normalized using MedianNorm and GetNormalizedMat functions of the EBSeq v1.26.0 package. Gene Set Enrichment Analysis (GSEA) was calculated using the fgsea function of the fgsea v1.12.0 package by using the signed R^2^ of gene correlations along PHATE_1 as the gene ranking metric (Table S2). The impact of various interventions on PHATE_1 position in Ewing sarcoma samples was calculated using a *t* test implemented via the stat_compare_means function of the ggpubr package. The *t* test was one-tailed in the case of EWS-FLI1 knock-down experiments, and two-tailed in the case of other interventions.

### 4.9. Processing of Ewing Sarcoma Cell Line and Publicly Available scRNA-Seq Data

For Ewing sarcoma cell line scRNA-Seq data, reads were demultiplexed using bcl2fastq (HiSeq 3000-generated reads) and the demux command of the internal 10x genomics pre-processing pipeline (NovaSeq-generated reads). Reads were subsequently standardized to the output style of bcl2fastq. Read counts were produced using the cellranger v3.1 pipeline with the count command and the built-in hg38 reference.

For each dataset, quality control cell filtering was performed based on three metrics calculated by Seurat: (1) Percent mitochondrial reads, (2) number of UMI counts, and (3) number of unique genes identified. 

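The paper's text names no thresholds. Barcodes with fewer than 5000 UMIs were removed here, 277 in CHLA9 and 5869 in TC71, then those with fewer than 2000 genes, 95 and 269, and those above 15% mitochondrial UMIs, 181 and 601. Cells more than 3 median absolute deviations from the median of their library were then left out, 213 in CHLA9 and 109 in TC71. This kept 84.9% of the CHLA9 barcodes and 19.1% of the TC71 barcodes. The median mitochondrial percent of the kept cells was 7.57% in CHLA9 and 9.07% in TC71. Doublets were not removed, and Scrublet called 0.116% of the kept CHLA9 cells and 0.617% of the kept TC71 cells, which is too few in CHLA9 for its calls to be relied on. At most 10% mitochondrial UMIs moved the share kept most in TC71, to 12.5%.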

Violin plots were used to find thresholds and statistical outliers were automatically removed (plots generated via accompanying scrips). Following quality control, read counts were log normalized and scaled using the NormalizeData and ScaleData functions of Seurat respectively. Then, principle component analysis (PCA) was calculated using the RunPCA function of Seurat. A nearest-neighbor graph and Louvain clustering were calculated using the FindNeighbors and FindClusters functions of Seurat respectively. A UMAP embedding was calculated with the RunUMAP function of Seurat. Cell cycle scoring was performed using the CellCycleScoring function of Seurat. 

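The function takes control genes at random from genes of like expression, so the genes kept in the object enter the scores. In TC71, another random seed gave 27.2% of cells in G1, and scoring both libraries together gave 30.0%. With genes detected in at least 3 cells, 39.9% of TC71 cells were in S and 22.7% in G1. The seed and both limits on the genes were chosen after seeing the data. In CHLA9, with genes detected in at least 10 cells, 38.8% of cells were in S.

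**Figure D2:**
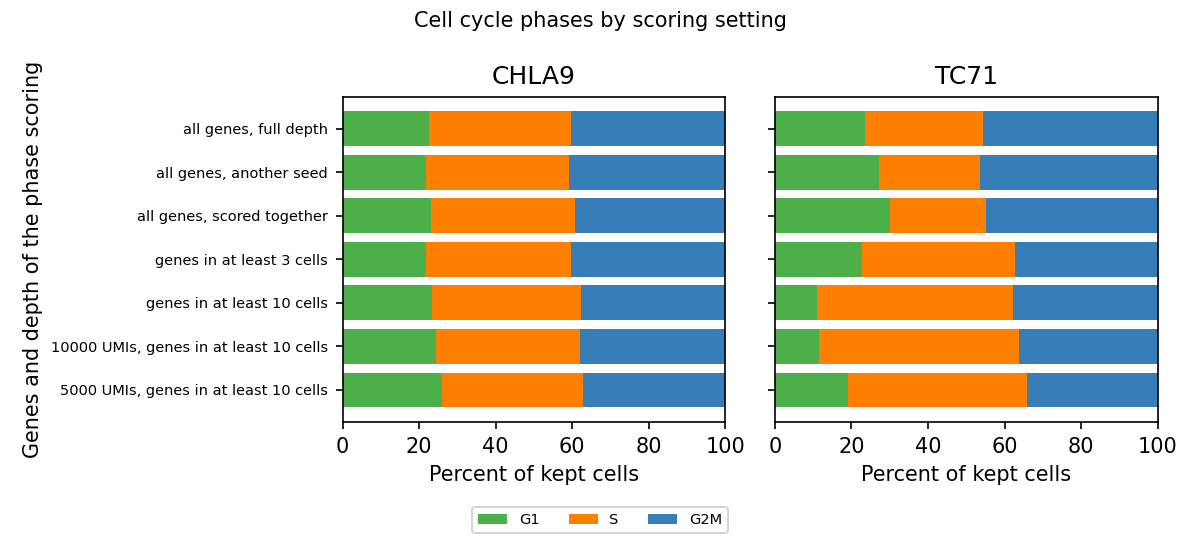
Percent of kept cells placed in G1 (green), S (orange) and G2M (blue) in CHLA9 and TC71, with one bar per choice of genes and depth. In TC71 the S share is 39.9% with genes detected in at least 3 cells, and the CHLA9 bars differ less between the choices.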

Marker genes were calculated using the FindAllMarker function of Seurat (Table S3). Pathway enrichment of marker genes for each cluster was calculated using the enricher function of clusterProfiler with annotations taken from the “integrated” gene set collection described above (Table S3). Word clouds were produced using the wordcloud function of the wordcloud package using integer ranking of marker false-discovery rate within each cluster as the “frequency” metric.

Data set integration was performed using canonical correlation analysis (CCA) in the manner described previously by the authors of Seurat (Figure S8A,B) [44]. First, each sample was separately normalized and the top 5000 highly variable genes were determined using the NormalizeData and FindVariableFeatures functions of Seurat respectively. Then, the FindIntegrationAnchors and IntegrateData functions of Seurat were called to generate an integrated count matrix for downstream analysis via the pipeline described above. PHATE scores were calculated at the single-cell level by multiplying the scaled single-cell gene counts by the corresponding PHATE_1 signed R^2^ gene correlation value obtained from bulk RNA samples. This process weighted each single cell transcriptome by the contribution of the developmental context’s PHATE_1 signature. To obtain a PHATE score for each single cell, the median of all non-zero weighted gene counts was calculated. The resulting cell metadata with PCA, UMAP, and PHATE analysis results is made available here (Table S3).

### 4.10. Processing of ssDRIP-Seq Data from Developmental Context Cell Types

ssDRIP-Seq (strand-specific DNA : RNA immuno-precipitation sequencing) data was obtained from a recently published public repository (GSE145964, Table S4). First, raw reads were downloaded in SRA format using the prefetch command from SRA-toolkit v2.10.1. Then the parallel-fastq-dump package/command v0.6.3 was used to split the SRA files into fastq files which were subsequently trimmed and filtered using the fastp package/command v0.20.0. Then the reads were aligned to GRCh38 using the bwa mem command of the bwa package v0.7.17. Alignment files were split by first-in-pair strand, converted to BAM format, sorted, and indexed using samtools v1.9. Strand-specific broad peaks were called using macs2 v2.2.6 with the settings “—nomodel—extsize 147—broad“. BAM reads were assigned to peaks to construct a peak-count matrix for the forward-strand reads and perform PCA using the DiffBind v2.14.0 package. Peaks from batch 2 were removed due to the technical effects discovered by PCA (plots generated via accompanying scripts). Remaining peaks were filtered out if they had a q value >0.001 and were subsequently compared to determine if the number of called peaks was different between cell types using a one-tailed *t* test with an alternative hypothesis of “greater” implemented via the stat_compare_means function of the ggpubr package. Finally, the peaks which passed q value filtering were overlapped to create a consensus peak set for each cell type using the findOverlapsOfPeaks function of the ChIPpeakAnno package v3.20.0. Then the consensus peak sets for iPSCs and MSCs were overlapped and plotted.

### 4.11. Data and Software Availability

All sequencing datasets generated in this study have been deposited in GEO (GSE146221). Publicly available data sets used in this study are listed in Table S1 (RNA-Seq) and Table S4 (DRIP-Seq). All scripts and data used to generate the bioinformatics analyses in this paper have been made publicly available on GitHub (millerh1/Ewing-sarcoma-paper-Miller-2020). Analyses were performed using the R computing language v3.6.2 [45].

## 5. Conclusions

Recent years have yielded powerful insights into the molecular mechanisms by which EWSR1-FLI1 controls gene expression and cellular behavior. However, it is still unclear what cellular characteristics are required for stable EWSR1-FLI1 expression in primary tissues. Consequently, successful spontaneous models of Ewing sarcoma do not yet exist. To address this gap in knowledge, we mined publicly available transcriptomic profiles of Ewing sarcoma and normal tissue types. This allowed us to identify a population of Ewing-like normal tissues belonging to developmental processes such as gastrulation. Additional analysis and experimental validation revealed stable expression of EWSR1-FLI1 likely requires factors which resolve R-loops and replication stress. Taken together, our findings suggest that Ewing sarcomagenesis likely occurs in tissues which already tolerate high proliferation and transcriptional activity because of their capacity for resolving R-loops and mitigating replication stress.

## Figures and Tables

**Figure 1:**
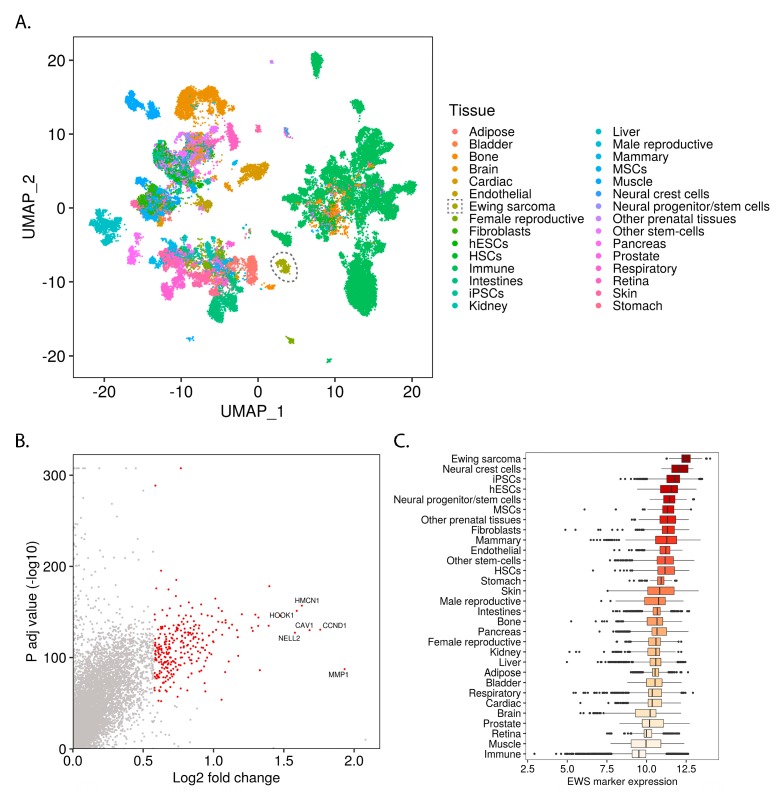
Mass-scale mining of bulk transcriptomes reveals the relationship of Ewing sarcoma to normal tissue types: (**A**) UMAP embedding of bulk transcriptomic profiles from normal tissues and Ewing sarcoma samples (Ewing samples circled); (**B**) One-way volcano plot showing the top Ewing sarcoma marker genes from Wilcoxon rank-sum testing with Bonferroni correction; (**C**) Box-plot comparing the Ewing sarcoma marker gene expression levels for different samples (median of variance stabilizing transform (VST) transformed and geometric mean normalized read counts for all Ewing sarcoma marker genes within each sample), grouped by tissue and ordered by median expression.

**Figure 2:**
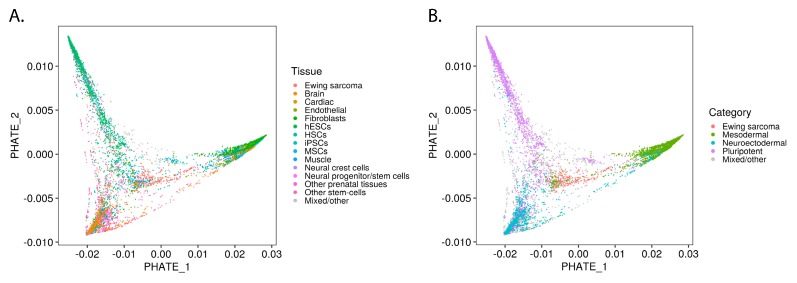
Ewing sarcoma developmental context reconstructed from bulk transcriptomes of Ewing-like tissues: (**A**) PHATE embedding of top Ewing-like samples; (**B**) PHATE embedding labeled by developmental lineage.

**Figure 3:**
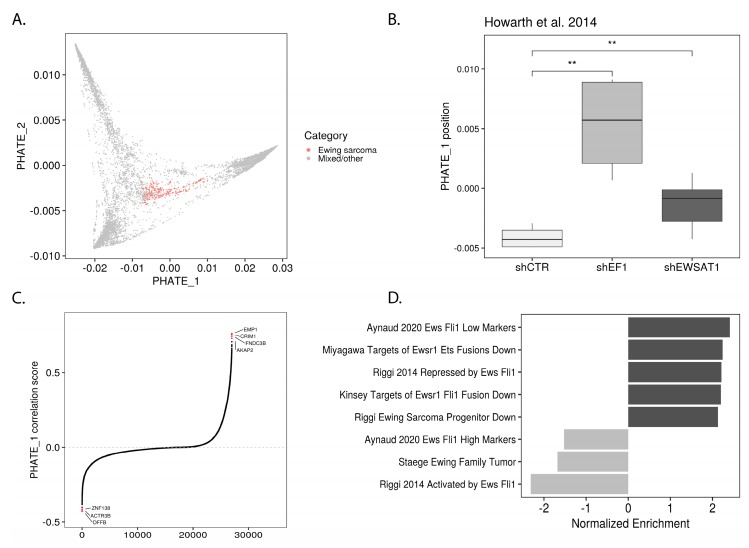
Ewing sarcoma’s position in underlying developmental trajectory controlled by EWSR1-FLI1 expression levels: (**A**) PHATE embedding with Ewing sarcoma samples highlighted; (**B**) Box-plot showing difference in location along PHATE_1 between A673 cells exposed to control shRNA or shRNA targeting EWSR1-FLI1 (shEF1) and Ewing sarcoma associated transcript 1 (EWSAT1) [15] (one-tail *t* test, ** *p* ≤ 0.01); (**C**) Genes in Ewing sarcoma samples ranked by PHATE_1 correlation score (signed R^2^); (**D**) Bar-plot showing enrichment of Ewing sarcoma gene sets within PHATE_1 correlation scores as determined by GSEA.

**Figure 4:**
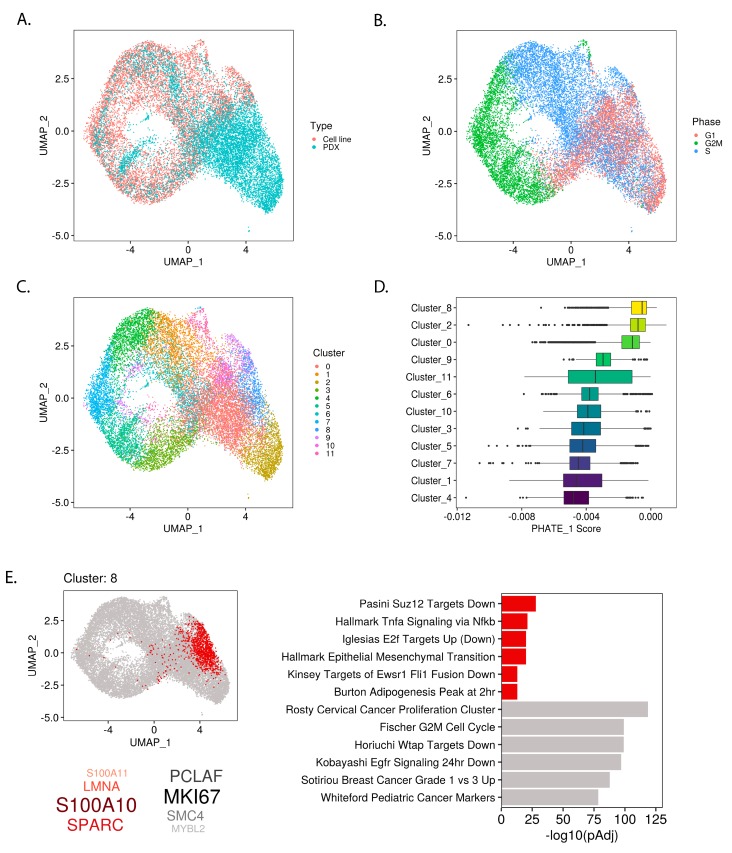
Mesodermal-like subpopulation within single-cell Ewing sarcoma transcriptomes revealed by PHATE_1 expression scores: (**A**) UMAP embedding of single-cell Ewing sarcoma transcriptomes in cell lines and patient-derived xenografts (PDXs) after alignment; (**B**) UMAP showing cell-cycle phase of each cell imputed from gene expression data and (**C**) Louvain clustering assignments; (**D**) Box-plot showing the PHATE_1 expression scores for each sample in each cluster, organized by median score; (**E**) Cluster marker analysis of cluster 8 shows location within UMAP embedding, the top positive marker genes (red) and negative marker genes (grey), and top enriched pathways (with the “integrated” gene set collection) in positive and negative marker genes (red and grey respectively).

**Figure 5:**
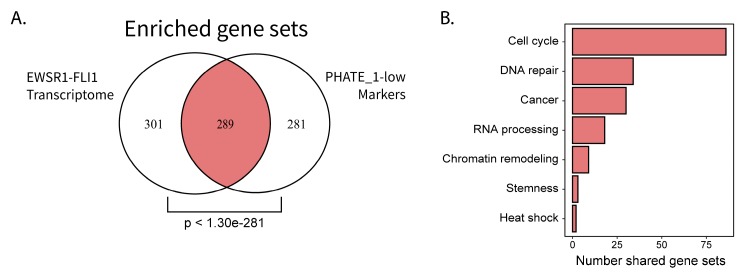
Comparative pathway enrichment reveals potential characteristics of EWSR1-FLI1 permissibility: (**A**) Venn diagram comparing pathway enrichment results for EWSR1-FLI1 transcriptome and PHATE_1-low gene markers (hypergeometric test p value displayed); (**B**) Bar plot showing number of shared gene sets assigned to integrative biological categories.

**Figure 6:**
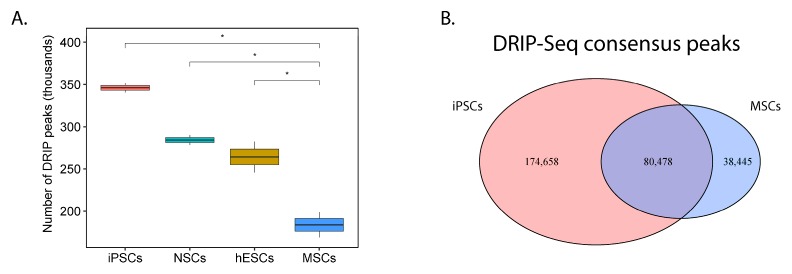
R-loop accumulation is a shared feature of both Ewing sarcoma and its PHATE_1-low developmental context: (**A**) Box-plot comparing number of detected DRIP-Seq peaks (R-loop sites) between cell types found in Ewing sarcoma’s developmental context (iPSCs, induced pluripotent stem cells; NSCs, neural stem cells; hESCs, human embryonic stem cells; MSCs, multipotent mesenchymal stromal cells) (one-tail *t* test, * *p* ≤ 0.05); (**B**) Venn diagram comparing DRIP-Seq peaks in iPSCs compared to MSCs.

**Figure 7:**
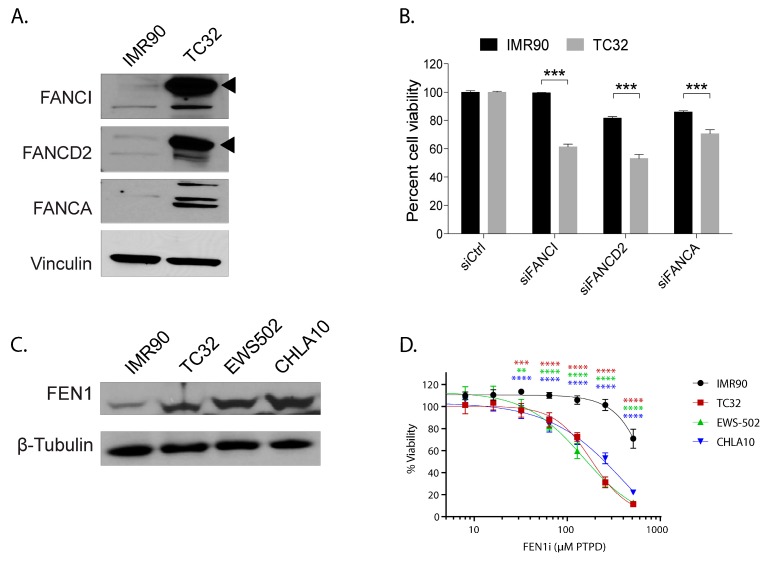
The response to replication stress is a defining feature for Ewing sarcoma compared to the PHATE_1-high developmental context. (**A**) Western blot showing expression of Fanconi Anemia proteins FANCA, FANCD2, and FANCI in TC32 (Ewing sarcoma cell line) compared to IMR90 (fibroblast cell line); (**B**) Bar-plot showing the impact of FANC genes knockdown on cell viability in TC32 compared to IMR90; (**C**) Western blot showing the expression of FEN1 in Ewing sarcoma cell lines TC32, EWS502, and CHLA10 compared to IMR90; (**D**) Line plot showing the viability of Ewing sarcoma cells compared to IMR90 with increasing doses of FEN1 inhibitor. (** *p* ≤ 0.01; *** *p* ≤ 0.001; **** *p* ≤ 0.0001).

**Figure 8:**
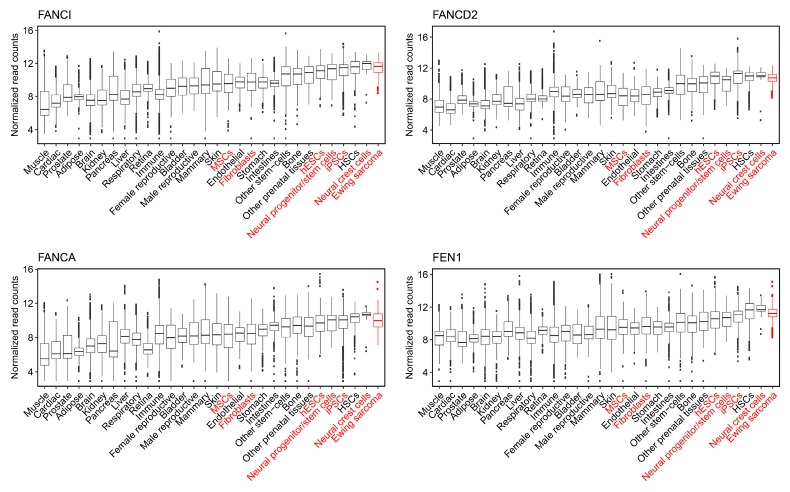
Normalized expression of Fanconi Anemia and flap endonuclease genes across normal tissue types and Ewing sarcoma.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/4/948/s1, Figure S1: Reconstruction of Ewing sarcoma developmental context from bulk transcriptomics, Figure S2: Heatmap showing comparison of Ewing marker expression levels between different tissue types and clusters, Figure S3: Heatmap showing the scaled enrichment of each tissue type within each cluster, Figure S4: PHATE embedding displaying germ lineage annotations with Ewing sarcoma samples included and recalculated with Ewing sarcoma samples removed, Figure S5: EWS-FLI1 controls the position of Ewing sarcoma within PHATE_1, Figure S6: Multiple interventions make a significant impact on position of Ewing sarcoma samples within PHATE_1, Figure S7: Ewing sarcoma cells traverse underlying developmental trajectories in response to EWS-FLI1 expression and other stimuli, Figure S8: Integrative single cell RNA sequencing analysis of Ewing sarcoma cell lines and PDXs, Figure S9: Bar-plot showing effect of FEN1 inhibitor (RF00974SC) treatment on R-loop accumulation in a Ewing sarcoma cell line (TC32) and a fibroblast cell line (IMR90), Table S1: Abbreviations, Ewing sarcoma markers, and detailed list of bulk RNA Seq samples, Table S2: PHATE analysis data (PHATE positions, gene correlations, and GSEA results), Table S3: Single cell analysis data (cell metadata with UMAP embedding, cluster markers, cluster gene set enrichment results), Table S4: R-loop and replication stress analysis data (Fanconi Anemia and flap endonuclease gene expression values and DRIP-Seq sample info), Video S1: 3D PHATE embedding, full western blot images included in “cancers-12-00948 - WB figures” PDF file.

# Supplementary material for: Reconstruction of Ewing Sarcoma Developmental Context from Mass-Scale Transcriptomics Reveals Characteristics of EWSR1-FLI1 Permissibility
**Source:** Cancers (Basel). 2020 Apr 11;12(4):948. doi: 10.3390/cancers12040948

## A) FANCONI ANEMIA PROTEINS

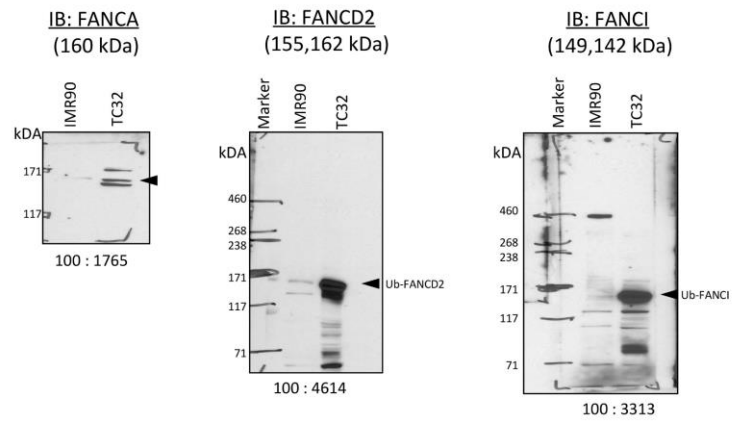

Note: The TC32 band is over exposed in the film (in order to get a band for IMR90) and band density calculation is exaggerated and might not reflect true difference in protein levels

## B) FEN1

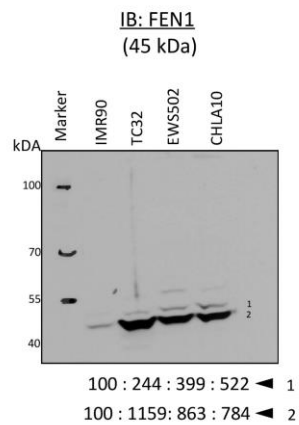

**Supplement:** Supplementary file 1

# Supplementary material for: Reconstruction of Ewing Sarcoma Developmental Context from Mass-Scale Transcriptomics Reveals Characteristics of EWSR1-FLI1 Permissibility
**Source:** Cancers (Basel). 2020 Apr 11;12(4):948. doi: 10.3390/cancers12040948
**Supplement:** Supplementary file 1

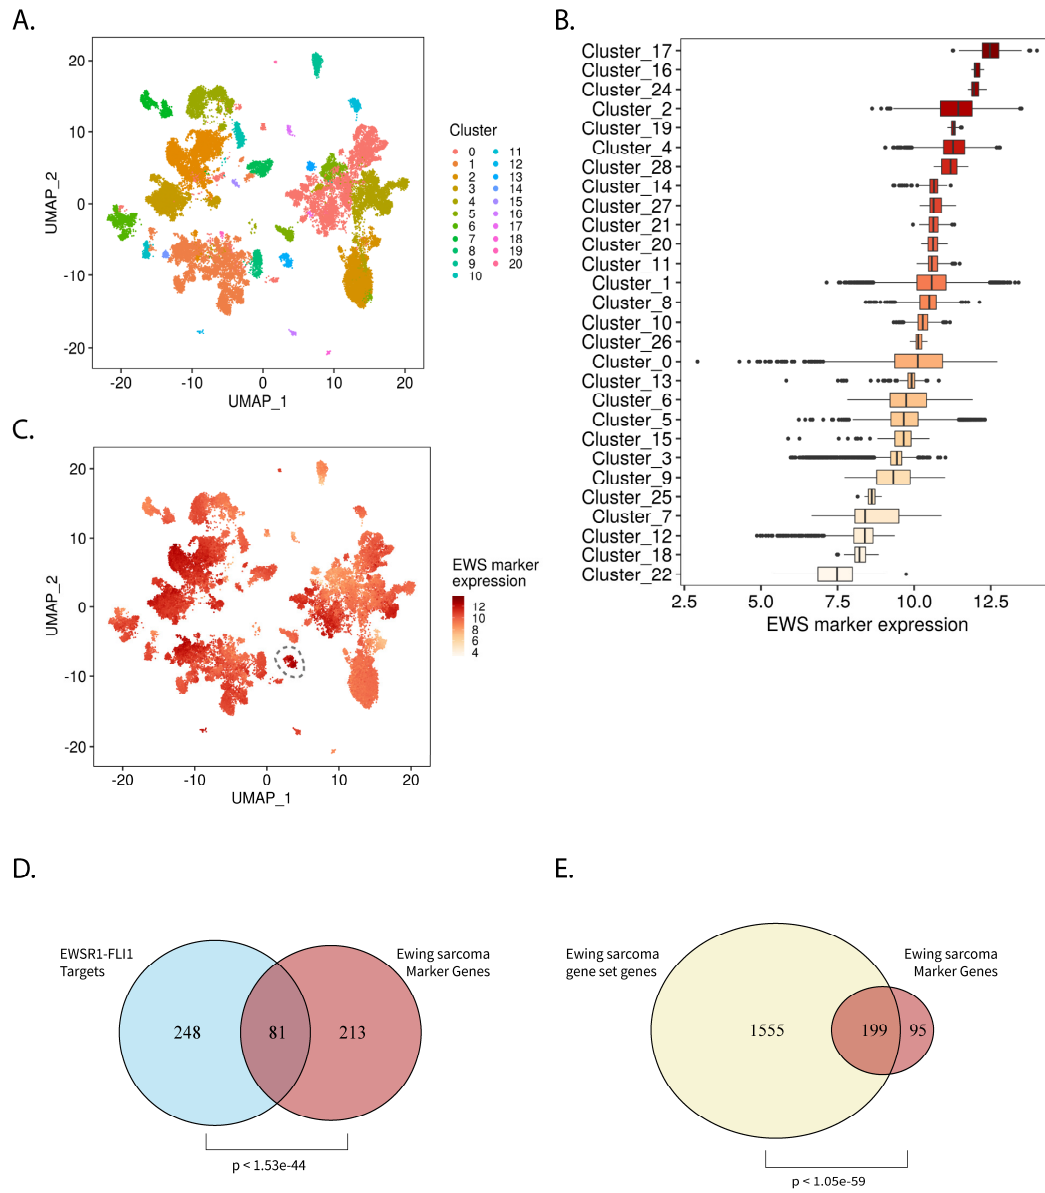

**Figure S1.** Reconstruction of Ewing sarcoma developmental context from bulk transcriptomics: **(A)** UMAP embedding of bulk transcriptomes with Louvain clusters highlighted; **(B)** Clusters ranked by median Ewing sarcoma marker genes (EWS marker) expression score; **(C)** Overlay of EWS marker expression on UMAP embedding (Ewing sarcoma samples are circled); **(D)** Venn diagram comparing direct EWSR1-FLI1 targets and EWS markers (p value from hypergeometric test); **(E)** Venn diagram comparing Ewing sarcoma gene set genes and EWS marks (p value from hypergeometric test).

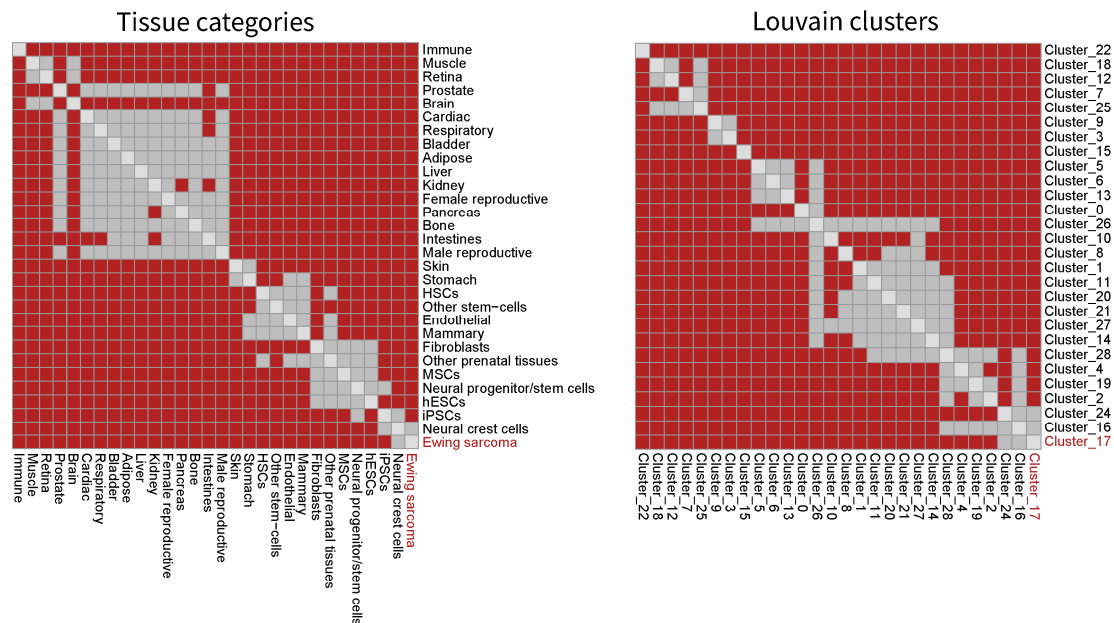

**Figure S2.** Heatmap showing comparison of Ewing marker expression levels between different tissue types (left) and clusters (right) (two-tailed t test with Holm adjustment; red  $p \leq .05$ , grey  $p > .05$ ). Tissues and clusters are ordered by increasing median Ewing marker expression. Red indicates the Ewing marker expression was significantly different between the tissues or clusters in question. Grey indicates that the difference was not significant.

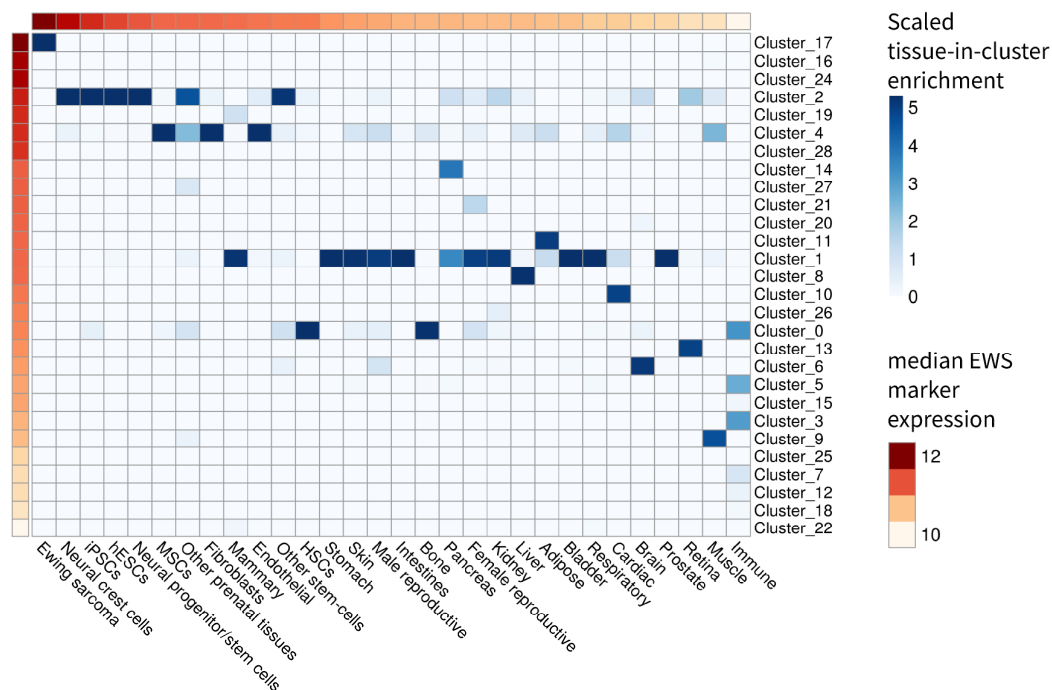

**Figure S3.** Heatmap showing the scaled enrichment of each tissue type within each cluster. Tissue types and clusters with EWS marker expression (median of VST-transformed and geometric mean normalized read

counts for all EWS marker genes within each sample) sorted by median value within each tissue type and cluster.

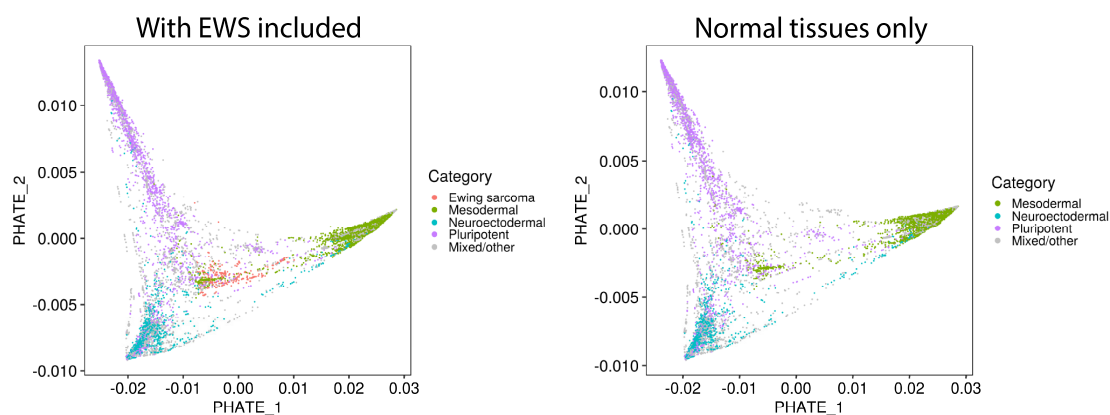

**Figure S4.** PHATE embedding displaying germ lineage annotations with Ewing sarcoma samples included and recalculated with Ewing sarcoma samples removed.

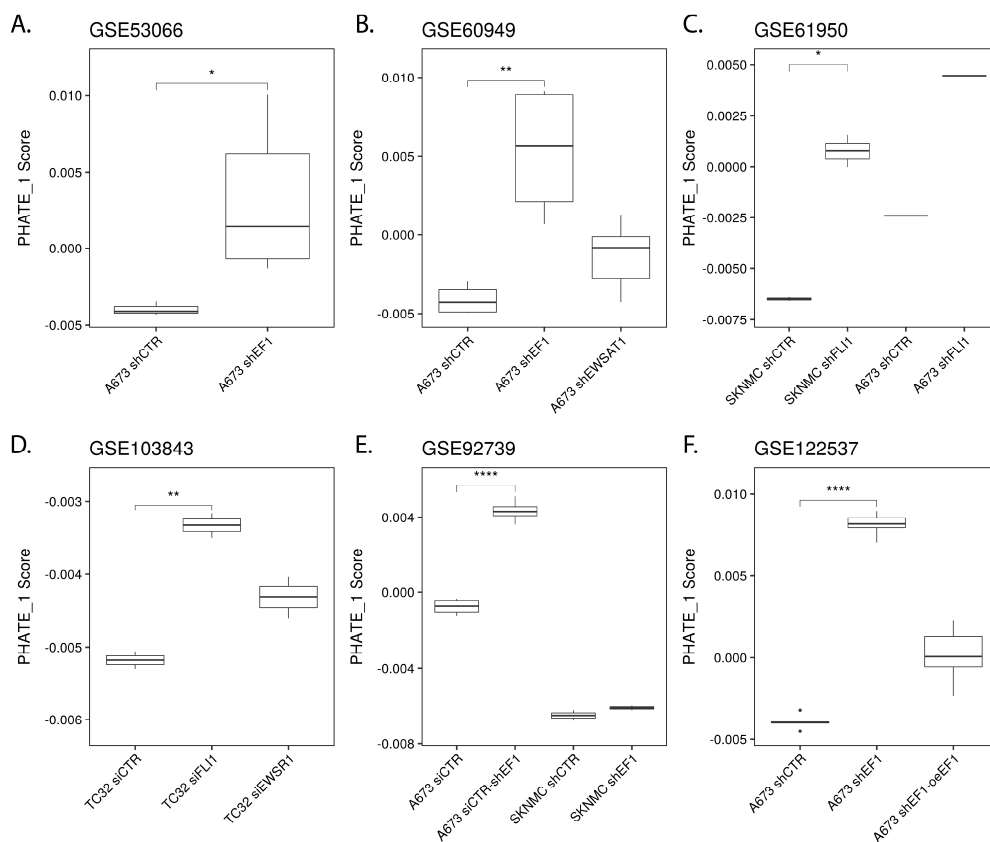

**Figure S5.** EWS-FLI1 controls the position of Ewing sarcoma within PHATE\_1: impact of EWS-FLI1-disrupting interventions on the position of samples within PHATE\_1 from (A) GSE53066, (B) GSE60949, (C)

GSE61950, (D) GSE103843, (E) GSE92739, and (F) GSE122537. (one-tailed t test; \*  $p \leq 0.05$ ; \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ ; \*\*\*\*  $p \leq 0.0001$ ; ns  $p > .05$ )

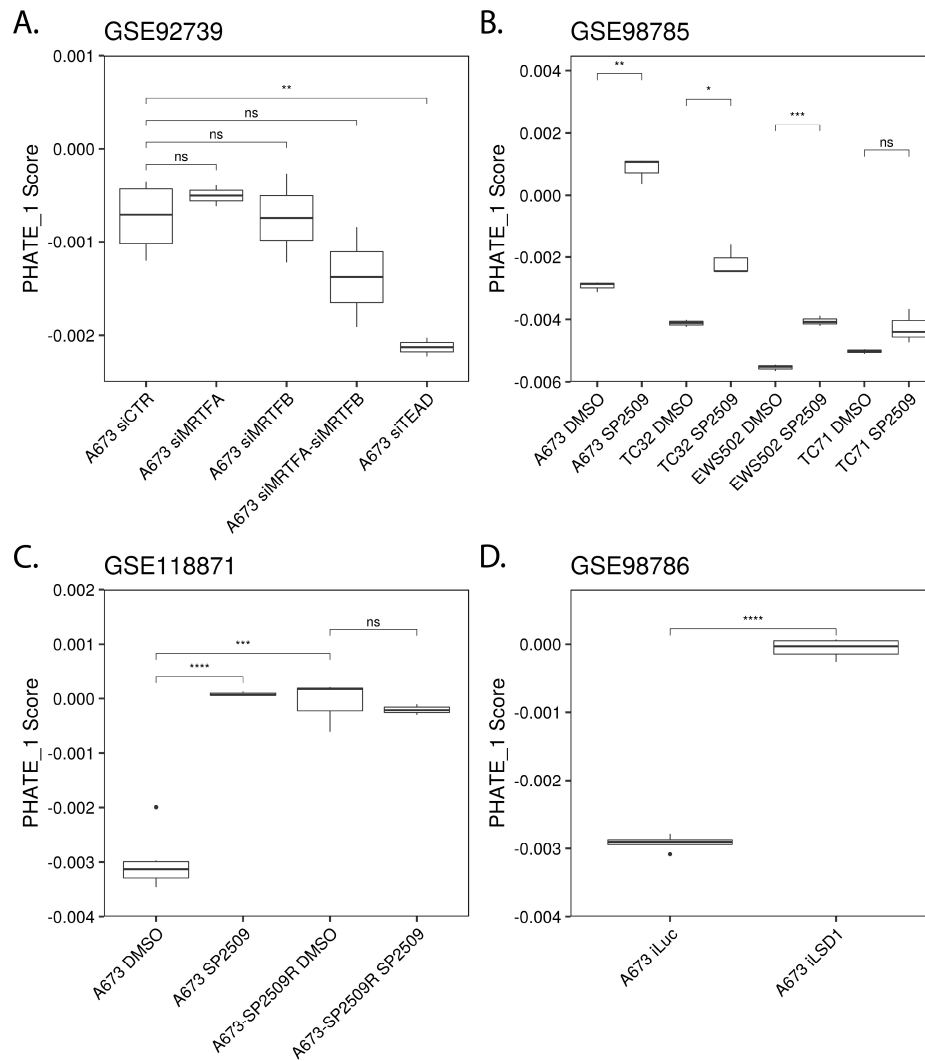

**Figure S6.** Multiple interventions make a significant impact on position of Ewing sarcoma samples within PHATE\_1: Samples analyzed from (A) GSE92739, (B) GSE98785, (C) GSE118871, and (D) GSE98786. (two-tailed t test; \*  $p \leq 0.05$ ; \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ ; \*\*\*\*  $p \leq 0.0001$ ; ns  $p > .05$ )

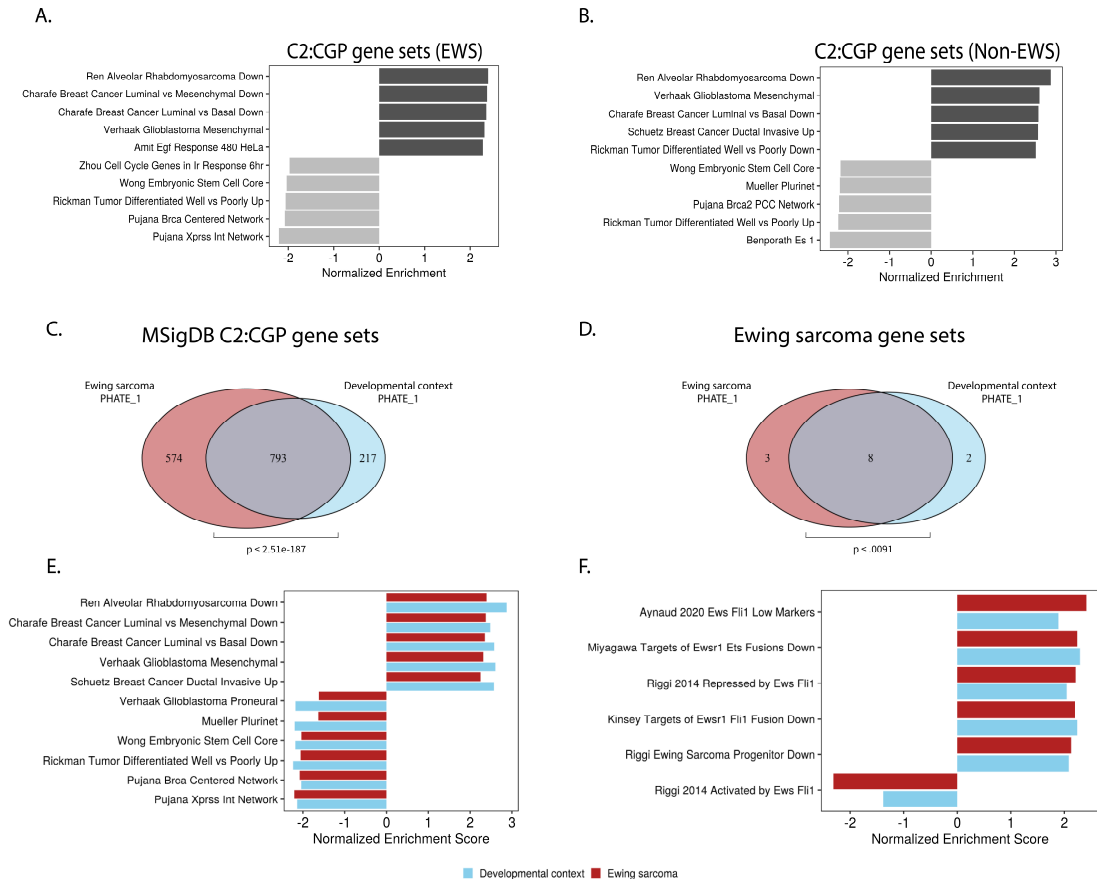

**Figure S7.** Ewing sarcoma cells traverse underlying developmental trajectories in response to EWS-FLI1 expression and other stimuli: **(A)** Bar-plot showing top C2:CGP GSEA hits with PHATE\_1 gene correlations in Ewing sarcoma samples; **(B)** Bar-plot showing top C2:CGP GSEA hits with PHATE\_1 gene correlations in developmental context samples; **(C)** Comparison of C2:CGP GSEA hits between Ewing sarcoma and developmental context (p value from hypergeometric test); **(D)** Comparison of Ewing sarcoma-related GSEA hits (p value from hypergeometric test); **(E)** Bar-plot showing top shared C2:CGP GSEA hits between Ewing sarcoma and developmental context; **(F)** Bar-plot showing top shared Ewing sarcoma-related GSEA hits between Ewing sarcoma and developmental context.

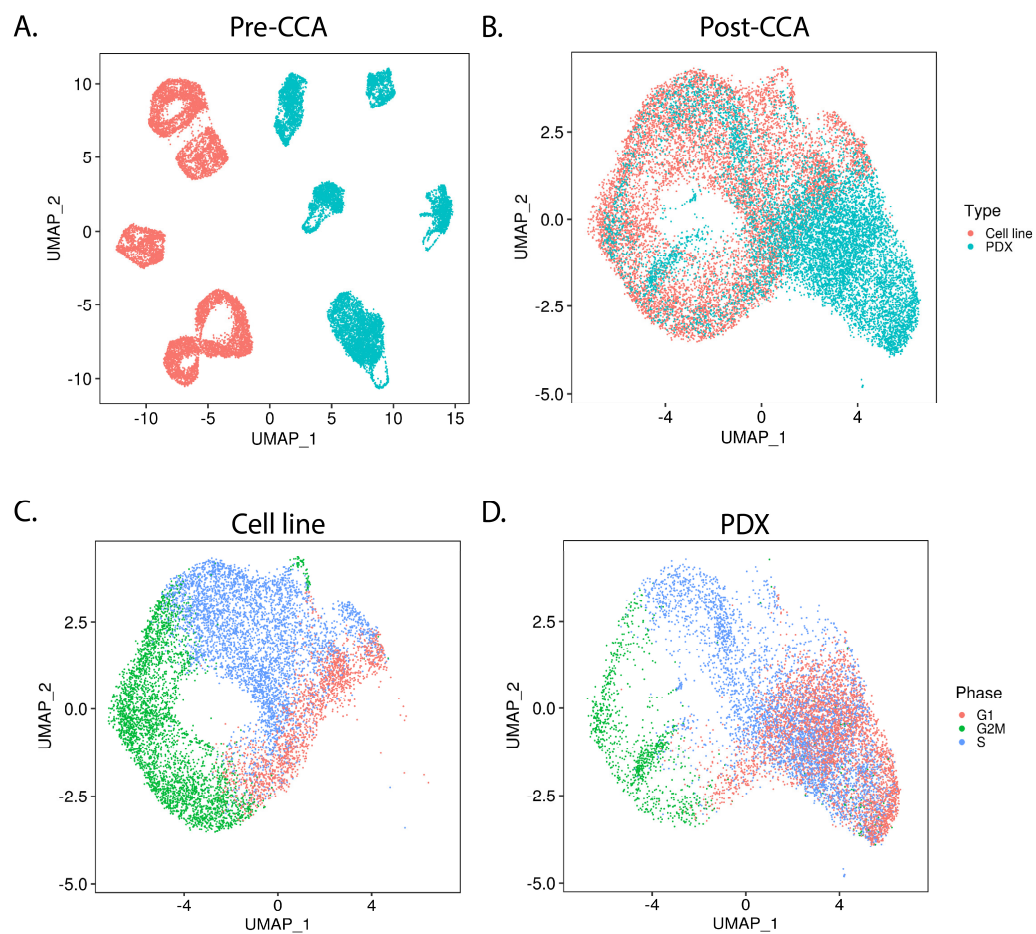

**Figure S8.** Integrative single cell RNA sequencing analysis of Ewing sarcoma cell lines and PDXs: (A) UMAP embedding of Ewing sarcoma cell line and PDX single cells prior to alignment via CCA and (B) following alignment; UMAP highlighting cell cycle phase in (C) cell line or (D) PDX single cells.

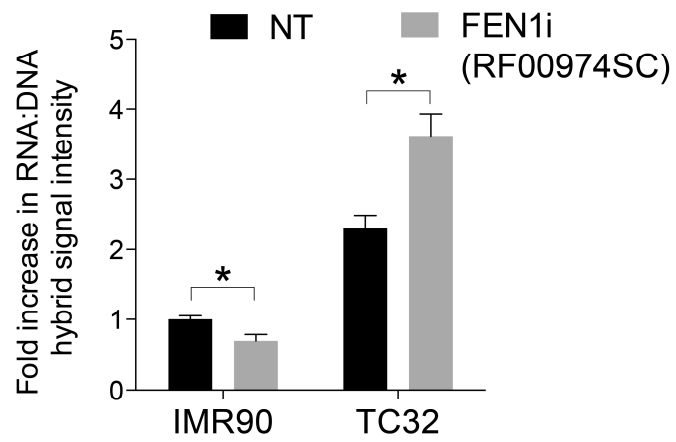

**Figure S9.** Bar-plot showing effect of FEN1 inhibitor (RF00974SC) treatment on R-loop accumulation in a Ewing sarcoma cell line (TC32) and a fibroblast cell line (IMR90). (\*  $p < .05$ )

How the deposited data were processed for this re-analysis (not part of the article)

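Single-cell transcriptomes of the Ewing sarcoma lines CHLA9 and TC71, with 1 library each, were processed. The authors counted the UMIs of each gene and barcode with Cell Ranger 3.1.0 and deposited them as raw counts, with no normalization, for 33538 genes. The other cell line and the PDXs were not analysed here.

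Cells were kept with at least 5000 UMIs, at least 2000 genes and at most 15% mitochondrial UMIs, and cells more than 3 median absolute deviations from the median of log10 UMIs, log10 genes or mitochondrial percent of their library were left out. The kept cells held 161864283 UMIs in CHLA9 and 57226878 in TC71. Phases were scored per library with Seurat 5.3.0 in R 4.3.3 at full depth. For scores of gene lists, cells were thinned to 10000 UMIs with numpy 2.4.6 and a seed of 1. Thinned matrices could be scored for phases only with genes detected in at least 10 cells, so thinning and this limit on genes changed together. Scrublet was run through scanpy 1.11.5, and intervals came from scipy 1.17.1. Tables were handled with pandas 2.3.3.

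The lists were the PHATE_1-low markers (correlation under -0.2 in normal tissues) and the Cluster_8 markers named in the rows of the pathway table held here, with their EMT, Kinsey, Iglesias, Wu and TNFA members. Genes shared by a pair of lists were left out of the second. Spearman's rho was taken across the cells of 1 library and set among 1000 random lists of the same size matched on mean expression, as a description of that library. Clusters came from canonical correlation analysis on 4813 integration features without the list genes, 30 principal components, 20 neighbours and a Louvain resolution of 0.8; clusters under 20 cells of a line were not ranked. Linear algebra was run on 1 thread with a fixed processor type, since rounding changed the clusters. Gene levels are summed UMIs as CPM with exact 95% Poisson intervals, and shares have exact Clopper-Pearson intervals; both cover counting error only. Coordinates are from GENCODE 44 on GRCh38, matched by gene identifier.

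Cells of Table S3 were matched to barcodes of the library of the same name by their mitochondrial UMIs, with totals up to 50 UMIs and 10 genes higher in the deposited counts. None matched a barcode of the other library.

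Genes were named by a rule set before the data were examined: those the paper names for its single cells or for R-loop and replication stress factors, the 5 with the largest difference between the lines in each direction among genes with at least 100 CPM in one line, and the 5 Cluster_8 markers with the highest and the 5 with the lowest mean rho. With 1 library per line no test was made between the lines.

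Alternatives covered the filters, doublets, the cell cycle gene list, depth, the form of the score, the lists, the cells used and the clustering. A share counted as moved when it left the 95% interval of its main value. A rho or a difference in SD counted as moved when it changed by more than 0.1, a limit set before any score was computed and wide beside these values of rho.

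The list score and the phase step were tested on simulated data. Over 17371 genes and 1000 simulated cells with the CHLA9 profile, a planted list gave a rho of -0.830, and an unplanted one -0.00274; with the TC71 profile and 17347 genes the values were -0.803 and 0.0453. Planted phases were recovered in 100% of 600 simulated cells per line over 33538 genes. The planted contrast was the same in every S or G2M gene, with equal numbers of cells per phase and Poisson noise only. This recovery checks that the step runs as meant and does not measure how reliable the phases of the real cells are. Poisson intervals covered 94.8% of 5000 simulated values.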

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

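Of the tests in this part, the look for RNA of the other library was chosen only after the result was seen, as were the draws from one profile, the phases of the paper in matched cells and the phases scored on genes detected in at least 10 cells.

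Of the named genes, 5 moved in opposite directions between G1 and G2M cells in the 2 lines, beyond counting error. The log2 ratio of CPM in G1 over G2M cells was -0.62 in CHLA9 and 0.16 in TC71 for PCLAF, -0.28 and 0.40 for FEN1, and -0.25 and 0.36 for FANCA. It was 0.11 and -0.085 for TPM4 and 0.11 and -0.26 for HMCN1. The difference between the lines was not tested, since each has 1 library. One explanation is that S cells were placed in G1 in TC71. It predicts that PCLAF and FEN1 are lower in G1 than in G2M cells of TC71 once phases are scored on genes detected in at least 10 cells. Both stayed higher, with 505 CPM in G1 and 454 CPM in G2M cells for PCLAF and 114 CPM and 97.2 CPM for FEN1. This decides nothing, since the new scoring does not clear G1 of S cells. Of the 24 matched TC71 cells placed in G1 here, the paper has 23 in S and 1 in G2M, and of the 20 placed there by the new scoring it has 9 in S and 11 in G2M. The matched TC71 cells hold none that the paper places in G1. In CHLA9, the paper has 11 of the 20 matched G1 cells in S. FEN1 fell from 136 CPM in G1 cells under the main scoring, and FANCA, with 29.9 CPM in G1 and 27.5 CPM in G2M cells, no longer differed beyond counting error. FEN1 is also one of the S genes of the phase scoring. S cells placed in G1 therefore stay open as the source. So does a difference between the lines themselves, which were grown and sequenced differently; this was not tested. No explanation was tested for TPM4 and HMCN1.

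The TC71 library held 5869 barcodes under 5000 UMIs, with 11.8% of its UMIs, which the filter removed and the paper does not discuss. Their median was 1170 UMIs and 3.39% mitochondrial UMIs. Free RNA of the same library without cells predicts a ratio of variance to mean near 1 for the UMIs of G2M genes across barcodes at 800 UMIs each, and cells predict a ratio as high as in the kept cells. The ratio was 1.69, above the highest value, 1.03, of 100 draws of all barcodes from their one summed profile, and 1.38 against 1.05 among barcodes of at most 15% mitochondrial UMIs. This argues against free RNA of one profile as the whole source. The ratio also stayed below the 2.26 of the kept cells. For S genes it was 1.25, against 1.31 in the kept cells and at most 1.05 in the draws, and 1.10 among barcodes of at most 15% mitochondrial UMIs, close to the highest draw of 1.04. Damaged cells, and a mixture of cells and free RNA, stay open and were not tested. RNA of the CHLA9 library was argued against by 0 UMIs of XIST and 0 of COL1A2 in these barcodes, against 678 CPM and 204 CPM in CHLA9 cells. No biological explanation was tested.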

How the results depend on the processing

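Alternatives that limit the genes to those detected in at least 3 or 10 cells, the genes kept after thinning to 10000 UMIs at full depth, another random seed for the control genes, other Louvain seeds, and phases from genes in at least 10 cells were chosen only after the result was seen. No paired analysis was possible because each line has 1 library and no result comes from a test. Where a value moved, the cause was not tested unless stated.

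The percent of barcodes kept moved with no outlier step to 89.1 in CHLA9 and 20.4 in TC71, with at most 10% mitochondrial UMIs to 78.8 and 12.5, and without the top 8% of Scrublet scores to 78.0 and 17.3.

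Phase shares of CHLA9 moved little. The updated gene list gave 20.8% G1 and 38.5% S; thinning to 10000 UMIs 24.4% G1 and 37.9% G2M; thinning to 5000 UMIs 25.9% G1 and 37.2% G2M; genes in at least 10 cells 38.8% S and 37.8% G2M; and the genes kept after thinning, at full depth, 38.7% G2M. Those of TC71 moved more. Genes in at least 10 cells gave 11.1% G1, 51.2% S and 37.7% G2M; genes in at least 3 cells 39.9% S and 37.3% G2M, with G1 at 22.7%, inside its interval; thinning to 10000 UMIs 11.5%, 52.2% and 36.2%; the genes kept after thinning, at full depth, 8.83%, 53.8% and 37.3%; thinning to 5000 UMIs 19.1%, 46.8% and 34.1%. Scoring both libraries together gave 30.0% G1 and 25.1% S, another seed 27.2% and 26.4%, the updated list 28.3% S and 48.4% G2M, and at most 10% mitochondrial UMIs 26.2% G1 and 42.7% G2M. The order of the lines in S changed with these choices: TC71 minus CHLA9 was -6.30 percentage points at first and 12.4 with genes in at least 10 cells.

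The rho of the Cluster_8 markers with the PHATE_1-low markers was negative under all 16 alternatives in each line, from -0.225 (no thinning) to -0.0767 (100 most negative genes) in CHLA9 and from -0.228 (at most 10% mitochondrial) to -0.0937 (G1 cells only) in TC71. These changes stay within the limit of 0.1, but the weakest values lie much nearer to 0 than the main ones. The percentile among random lists was at most 1 except with the share of UMIs as the score. There it was 14.6 in CHLA9 and 27.6 in TC71, so the statement that the markers stand apart rests on the log score. The paper also called the markers from cells that include these lines, so their place among random lists is partly built in. In TC71, the sign reversed for the Kinsey members in G2M cells (0.00510) and for the TNFA members at 20000 UMIs (0.00192) and in S cells (0.0107). Values of rho also moved for the Iglesias members in CHLA9, to -0.308 without thinning and -0.0906 with the 100 most negative genes, and for the EMT members in TC71, to -0.0369 with those genes. The Kinsey rho, counted as the same, came as near to 0 as -0.00885 in CHLA9 with the share of UMIs and -0.00934 in TC71 at 5000 UMIs.

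The G1 minus G2M difference of the Cluster_8 score moved only with the share of UMIs as the score, to 0.815 SD in CHLA9 and 0.462 SD in TC71. With that score it also moved to 0.763 SD for the Iglesias members in CHLA9, and in TC71 to 0.327 SD for the Iglesias, 0.298 SD for the Kinsey, 0.554 SD for the EMT and 0.394 SD for the Wu members. At 5000 UMIs the Wu members moved to 0.148 SD in CHLA9 and 0.0724 SD in TC71, in TC71 the EMT members to 0.462 SD without thinning and 0.451 SD at 20000 UMIs, and the Iglesias members to 0.0714 SD with phases from genes in at least 10 cells. The Cluster_8 score of the cluster lowest in PHATE_1-low depended on the clustering. In CHLA9 it moved from 0.423 SD to 0.270 SD at a resolution of 0.4, 0.149 SD at 1.2 and 0.200 SD with each library on its own, and stayed within 0.1 SD with all variable features and under 5 other Louvain seeds. At 1.2 a cluster holding 580 of the 591 CHLA9 cells of the main one stayed highest in Cluster_8, at 0.423 SD, and was second lowest in PHATE_1-low. With each library on its own, the cluster highest in Cluster_8, at 0.365 SD, held 428 of them among 811 cells. In TC71 it was 0.718 SD from only 41 cells. It moved to 0.127 SD at 0.4 and 0.159 SD at 1.2, reversed to -0.00368 SD with all variable features, and under Louvain seeds 2 to 6 was 0.127, 0.868, 0.137, 0.868 and -0.0876 SD. With each library on its own it was 0.624 SD, from 153 cells that share 4 with the 41. Which TC71 cluster is lowest in PHATE_1-low thus depends on the clustering; under seed 2 the lowest medians were -0.305 SD in 2 clusters. A cluster of 38 to 44 cells, sharing at least 35 of the 41, was highest in Cluster_8 in all of these except at 0.4, where the 41 fell within a cluster of 577 cells, and with each library on its own. Rounding in the linear algebra alone also changed cluster membership between runs under different library settings, so the settings were fixed.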

Differences from the paper's values

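Phases were compared over the cells of Table S3 held here, 1093 of CHLA9 and 222 of TC71, which come from Cluster_1 and Cluster_4 of the paper.

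In CHLA9, 1.83% of the matched cells were in G1 here, and the paper's value is 0.549%. None of the alternatives set before the data were examined brought the values within 1.5 times of each other; the closest was the updated cell cycle gene list, with 0.915%.

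In TC71, 10.8% of the matched cells were in G1 here, and the paper's value is 0%. Every alternative gave a share above 0.

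In TC71, 29.3% of the matched cells were in S here, and the paper's value is 61.7%. Of the alternatives set before the data were examined, thinning to 10000 UMIs (59.5%) and to 5000 UMIs (58.6%) came within 1.5 times of the paper's value, and no outlier step, at least 4000 genes, at most 10% mitochondrial UMIs, both ways of removing doublets, the updated gene list and scoring both libraries together did not. Genes in at least 10 cells (58.1%), in at least 3 cells (44.1%) and those kept after thinning, at full depth (61.7%), chosen after seeing the values, also did, and another seed, chosen likewise, did not.

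In TC71, 59.9% of the matched cells were in G2M here, and the paper's value is 38.3%. Thinning to 10000 UMIs (28.8%) and to 5000 UMIs (27.5%), no outlier step (56.8%), removal of the top 8% of Scrublet scores (54.5%) and scoring both libraries together (57.2%), all set before the data were examined, came within 1.5 times, and at least 4000 genes, at most 10% mitochondrial UMIs, removal of Scrublet calls and the updated gene list did not. Genes in at least 10 cells (32.9%), in at least 3 cells (34.7%) and those kept after thinning, at full depth (32.4%), chosen after seeing the values, did so too, and another seed did not.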

Other observations

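Of the tests in this part, those of the control genes, with another seed among them, and of the UMIs before thinning were chosen only after the result was seen, as were the limits on genes detected in a number of cells and the genes kept after thinning at full depth.

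Across cells, the Cluster_8 markers ran against the PHATE_1-low markers. The paper called the Cluster_8 markers from cells that include these, for a cluster picked on PHATE_1, so part of this relation may be built in. Cell cycle position alone predicts a rho near 0 within G1 cells, and it was -0.124 in CHLA9 and -0.0937 in TC71. Differences in depth between cells predict a rho near 0 after thinning; it was -0.168 and -0.176, against -0.225 and -0.189 without thinning, but the rho reported is itself that after thinning, so this comparison decides nothing. The number of UMIs before thinning predicts a partial rho near 0, and it was -0.160 and -0.176. The number of genes detected at one depth predicts a partial rho near 0, and it was -0.142 and -0.128. Both partial values kept the sign and most of the size, which argues against UMIs and genes detected as the whole source. The value within G1 decides little. Of the matched G1 cells, the paper has 11 of 20 in S in CHLA9 and 23 of 24 in TC71. Within S cells, a label the paper shares for 750 of 756 matched CHLA9 cells and 65 of 65 in TC71, rho was -0.159 and -0.199. Within G2M cells it was -0.140 and -0.151. The values within S argue against the phase label as the whole source. The paper places only 6 of the matched CHLA9 cells and 0 of the matched TC71 cells in G1. The matched cells could therefore hardly show G1 cells placed in S. Cell cycle position stays open as a source, since it can vary within S and rho was weaker within G1 and G2M cells. A stress response to dissociation was tested by 2 predictions, which came apart. The TNFA and EMT members rose together only weakly, with a rho of 0.0561 in CHLA9 and 0.0939 in TC71. With the log score these values lay above 99.2% and 100% of random lists, as such a response predicts. The rho of the Cluster_8 markers, however, stayed at -0.164 and -0.184 without the TNFA members, so these genes do not carry the relation. No biological explanation was tested.

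The phase shares of the lines differed. Depth as the source predicts that the difference closes after thinning, and the S share of TC71 was then 14.6 percentage points above that of CHLA9, with the opposite sign to the main value of -6.30. Thinning also changed the genes kept, to 14845 in CHLA9 and 13433 in TC71. With the same genes and cells at full depth the difference was 16.0, so depth is argued against as the whole source and the genes kept are not. With genes detected in at least 10 cells the G1 share of TC71 was 11.1%, outside its interval of 21.5 to 25.7, and with another seed for the control genes it was 27.2%, also outside. With genes detected in at least 3 cells it was 22.7%, inside the interval, while the S share moved to 39.9%. Another seed changes only the control genes drawn, so these moved part of the G1 share of TC71. In CHLA9 the other seed gave 21.9% in G1, inside its interval of 21.4 to 23.9. The control genes are not shown to set the whole of the phase shares. No biological explanation was tested.

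The paper's PHATE_1 score rose with the UMIs of a cell in the matched cells. The paper's phase label as the source predicts a rho near 0 within each phase. It was 0.288 in S and 0.356 in G2M cells of CHLA9, and 0.552 in S and 0.528 in G2M cells of TC71. This argues against the phase label as the whole source. Cell cycle position stays open, since it can vary within a phase and the matched cells in G1 were too few to enter. The matched cells hold no other clusters than Cluster_1 and Cluster_4, so nothing is known here of Cluster_8 in this respect. No biological explanation was tested.

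Of 2032 genes with at least 100 CPM in one line, 93 differed at least 4-fold, 60 higher in CHLA9 and 33 higher in TC71. The largest differences were XIST, COL1A2, CCK, PENK and KRT17 on the CHLA9 side and RPS4Y1, EIF1AY, RNF212, MGST1 and LY6K on the TC71 side. CCK had 1672 CPM in CHLA9 and 0.839 CPM in TC71, and MGST1 0.124 CPM and 263 CPM. ERG had 0 UMIs in the kept cells of both lines.

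Of the factors that the paper names for R-loops and replication stress, FEN1 had 128 CPM in CHLA9 and 136 CPM in TC71, FANCD2 43.8 CPM and 44.0 CPM, FANCI 107 CPM and 86.0 CPM, and FANCA 37.0 CPM and 35.9 CPM. The Ewing sarcoma markers of Table S1 took 10.5% of the UMIs in CHLA9 and 9.55% in TC71.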
